# Co-transcriptional splicing facilitates transcription of gigantic genes

**DOI:** 10.1371/journal.pgen.1011241

**Published:** 2024-06-13

**Authors:** Jaclyn M. Fingerhut, Romain Lannes, Troy W. Whitfield, Prathapan Thiru, Yukiko M. Yamashita

## Abstract

Although introns are typically tens to thousands of nucleotides, there are notable exceptions. In flies as well as humans, a small number of genes contain introns that are more than 1000 times larger than typical introns, exceeding hundreds of kilobases (kb) to megabases (Mb). It remains unknown why gigantic introns exist and how cells overcome the challenges associated with their transcription and RNA processing. The *Drosophila* Y chromosome contains some of the largest genes identified to date: multiple genes exceed 4Mb, with introns accounting for over 99% of the gene span. Here we demonstrate that co-transcriptional splicing of these gigantic Y-linked genes is important to ensure successful transcription: perturbation of splicing led to the attenuation of transcription, leading to a failure to produce mature mRNA. Cytologically, defective splicing of the Y-linked gigantic genes resulted in disorganization of transcripts within the nucleus suggestive of entanglement of transcripts, likely resulting from unspliced long RNAs. We propose that co-transcriptional splicing maintains the length of nascent transcripts of gigantic genes under a critical threshold, preventing their entanglement and ensuring proper gene expression. Our study reveals a novel biological significance of co-transcriptional splicing.

## Author summary

A small number of genes in the genome are characterized by excessively large introns, sometimes exceeding megabases. It remains poorly understood why such large introns exist or how they are processed during gene expression. By examining genes on *Drosophila* Y chromosome that contain gigantic introns, it is shown that the transcripts of these genes are co-transcriptionally spliced, and co-transcriptional splicing of these genes is critical for proper gene expression. Perturbation of splicing led to attenuation of transcription specifically in genes with gigantic introns, but not genes with average-sized introns. Whereas transcripts of genes with gigantic introns normally form separate nuclear domains, splicing perturbation led to intermingling of these domains, leading to a proposal that co-transcriptional splicing may function to keep transcript length short to avoid entanglement of transcripts, which may stall the progression of RNA polymerase II. Taken together, these results reveal a novel function of co-transcriptional splicing that specifically impacts the expression of genes with gigantic introns.

## Introduction

Splicing, the process critical for the production of functional mRNAs through the removal of introns, is an important regulatory step during gene expression, requiring the highly coordinated actions of many splicing factors [1]. The majority of splicing occurs co-transcriptionally while the pre-mRNA is associated with the actively transcribing RNA polymerase II enzyme [2,3]. The importance of co-transcriptional splicing in proper gene expression has been extensively explored, leading to the discovery of its roles in splicing accuracy, alternative splicing, and 3’ end cleavage [4–6], however other functions may yet remain to be discovered.

While introns typically range from tens of bases to several kilobases [7,8], there are notable outliers. These outliers include the introns of the human Dystrophin gene, which contains multiple introns over 100kb, making it one of the largest genes in the human genome (>2Mb gene span with only 11kb coding sequence) [9,10]. This unusual gene structure is also found in several of the *Drosophila melanogaster* Y chromosome genes (hereafter referred to as the Y-linked gigantic genes), many of which are essential for male fertility (i.e., *kl-5*, *kl-3*, *kl-2*, *ORY*, and *CCY*) (Fig 1A) [11–18].

**Fig 1:**
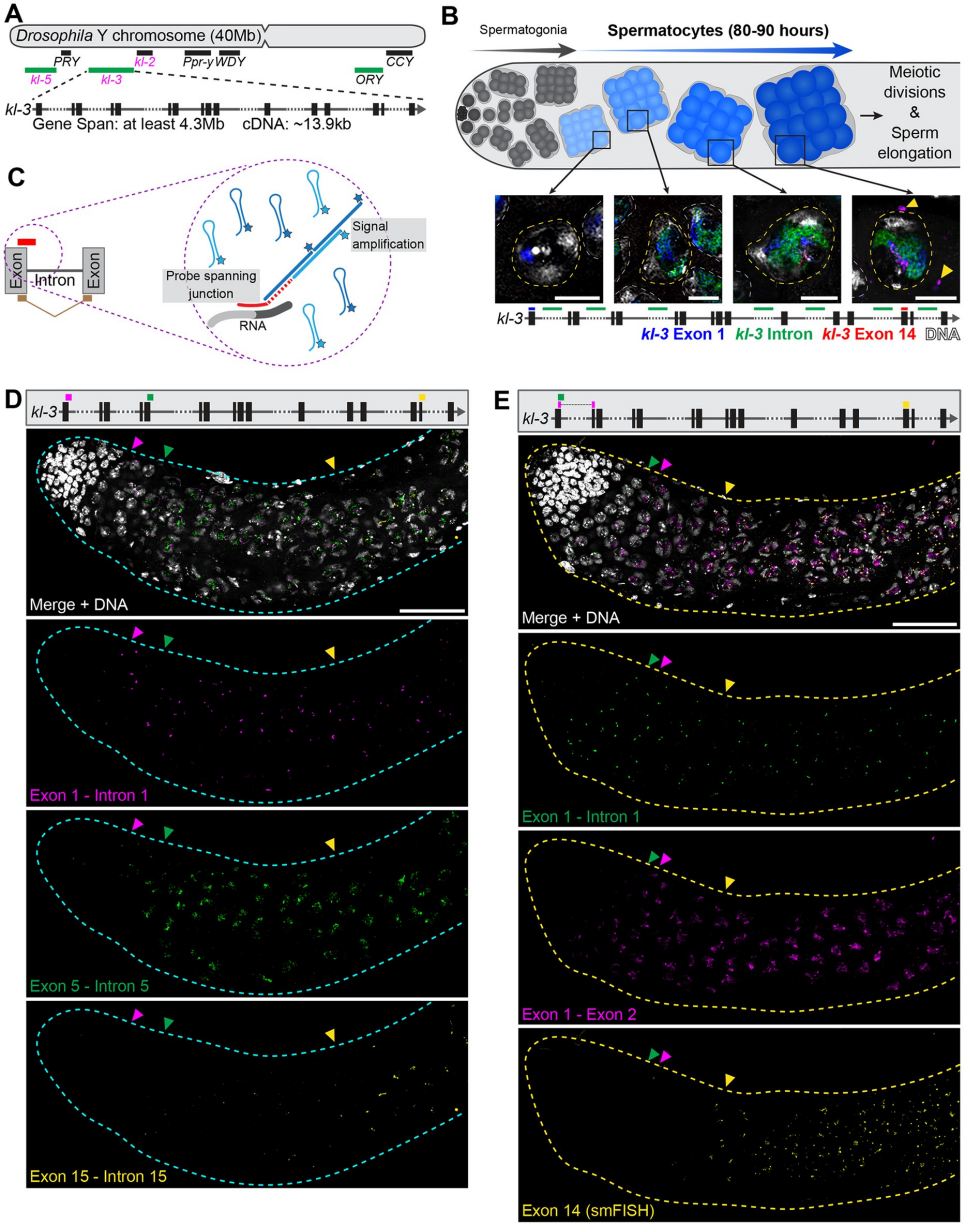
The Y-linked gigantic genes are co-transcriptionally spliced. (**A**) Diagram of the *Drosophila* Y chromosome showing locations of the Y-linked gigantic genes. Kl-granule enriched mRNAs (magenta text), Y-loop forming genes (green bars). Enlarged is a diagram of the *kl-3* gene. Exons (vertical rectangles), introns (gray line), intronic repetitive DNAs (dashed line). (**B**) Top: Diagram of *Drosophila* spermatogenesis: Early germ cells (gray) reside at one end of the testis and undergo several rounds of mitotic divisions before becoming SCs (blue). SCs develop over 80–90 h (depicted by darkening of the blue color) before initiating the meiotic divisions. Middle: RNA FISH visualizing expression of the Y-linked gigantic gene *kl-3* in single SC nuclei (yellow dashed line) at different stages of SC development. Early exon (blue), intron (green), late exon (red), DAPI (white), nuclei of neighboring SCs (white dashed line), and cytoplasmic mRNA granules (yellow arrowheads). Bar: 10μm. Bottom: Diagram of the *kl-3* gene showing regions targeted by RNA FISH probes (colored bars). (**C**) Diagram of HCR RNA FISH. Short (~30bp) probes spanning exon–intron (red bar) or exon–exon (tan) junctions are connected to an initiator sequence (dashed line), which associates with the fluorescently tagged amplifier hairpins (blue) to initiate signal amplification. (**D**) Top: *kl-3* gene diagram showing probe target locations. Bottom: HCR RNA FISH in wildtype testes (cyan outline). Exon 1 –intron 1 (magenta), exon 5 –intron 5 (green), exon 15 –intron 15 (yellow), DNA (white). Colored arrowheads indicate earliest detection of each probe. Bar: 50μm. (**E**) Top: *kl-3* gene diagram showing probe target locations. Bottom: HCR RNA FISH in wildtype testes (yellow outline). Exon 1 –intron 1 (green), exon 1 –exon 2 (magenta), exon 14 (smFISH, yellow), DNA (white). Colored arrowheads indicate earliest detection of each probe. Bar: 50μm.

It remains a mystery why gigantic introns exist, despite the challenges that they likely pose. Although it has been suggested that large intron size can function as a developmental timer by allowing gene expression only when cell cycle lengthens, genes in these examples are around 10–80 kb, far smaller than genes with ‘gigantic’ introns [19,20]. Splicing becomes more difficult as intron size increases [21–24]. Additionally, the repetitive DNAs (*e*.*g*.: satellite DNAs) found within the gigantic introns of the mammalian Dystrophin gene as well as the *Drosophila* Y-linked gigantic genes also likely interfere with the speed and processivity of RNA polymerases [25,26]. Moreover, the cell must invest extensive resources at every step of gene expression, including synthesizing and then degrading megabases of intronic RNAs [27,28]. Accordingly, the significance of gigantic introns remains enigmatic. Interestingly, however, between the human and mouse Dystrophin genes, intron size, but not DNA sequence, is conserved [9]. Likewise, the Y-linked gigantic genes have a relatively conserved intron-exon structure/size, yet the intronic repetitive DNAs differ even between the closely related species within the *melanogaster* subgroup (*D*. *melanogaster*, *D*. *simulans*, *D*. *mauritiana*, and *D*. *sechellia*) [29–31]. These observations raise the possibility that large intron size may have unknown functionality.

In this study, using the *Drosophila* Y-linked gigantic genes as a model to study regulation of gene expression of gigantic genes, we show that the Y-linked gigantic genes are co-transcriptionally spliced, and that this co-transcriptional splicing is critical for the progression of transcription. Whereas RNAi-mediated knockdown of splicing factors (*U2af38* and *S**erine A**r**ginine* *P**rotein* *K**inase* (*SRPK*)) led to global splicing defects, the Y-linked gigantic genes exhibited unique defects, where transcription attenuates toward the 3’ end of the gene. Cytological examination implies that gigantic gene transcripts become entangled in the nucleus in the absence of co-transcriptional splicing, and these intertwined long transcripts may interfere with the progression of the transcription. Our study provides a novel example of the *in vivo* functionality of co-transcriptional splicing.

## Results

### The Y-linked gigantic genes are co-transcriptionally spliced

The *Drosophila* Y-linked gigantic genes are expressed over the course of spermatocyte (SC) development (~3.5 days [32]). In our previous study, we showed that transcription of these genes appears to progress in a 5’ ➔ 3’ order, taking the entirety of SC development spanning ~3.5 days: we observed that the first exon is transcribed in early SCs, followed by the transcription of intronic satellite DNA in slightly more mature SCs, then by the transcription of later exons in much later SCs (i.e. ~3 days later) (Fig 1B) [33]. This, as well as early EM studies, suggested that these gigantic genes are transcribed as singular long transcripts as opposed to trans-spliced, in which a functional mRNA is assembled from multiple RNA molecules, as has been shown for some genes with larger introns [34–37].

To gain better insights into the dynamics of Y-linked gigantic gene expression, we leveraged hybridization chain reaction (HCR) RNA FISH to allow for the visualization of various transcription products (see Methods) [38]. HCR RNA FISH allows for the detection of short target sequences (down to 20–30nt) through signal amplification, enabling the design of probes that can differentiate unspliced (nascent) vs. spliced transcripts (Fig 1C), allowing us to analyze transcription and splicing events *in vivo* and in their native context. Using probes for multiple exon–intron (nascent) junctions (exon 1 –intron 1, exon 5 –intron 5, and exon 15 –intron 15), we corroborated that transcription proceeds in 5’ ➔ 3’ order, as previously suggested (Fig 1D) [33]. These results, together with the fact that a large number of intronic satellite transcripts are also detected by RNA FISH (Fig 1B), are consistent with the notion that *kl-3* is likely transcribed as a single transcript. Similar results were obtained using multiple nascent transcript probes for *kl-5*, suggesting that this is a general feature of Y-linked gigantic gene transcription (S1A Fig).

Previous RNA sequencing studies as well as a few studies using *in vivo* reporter assays have suggested that the majority of genes are co-transcriptionally spliced [2,3,39–41]. Using HCR RNA FISH probes that differentiate spliced vs. unspliced transcripts (i.e. nascent exon1 -intron1 vs. spliced exon1 –exon2 RNAs), we demonstrate that *kl-3* is co-transcriptionally spliced (Fig 1E). Spliced exon 1 –exon 2 junctions were observed in early SCs, soon after the emergence of nascent exon 1 –intron 1 junctions (Fig 1E, magenta and green arrowheads). Strikingly, probes targeting exon 14 were not observed until much later in SC development, in more mature SCs (Fig 1E, yellow arrowhead). These results show that splicing of exon 1 and exon 2 occurs before exon 14 is transcribed, demonstrating the co-transcriptional splicing of *kl-3*. Likewise, the spliced product of exon 3 and exon 4 of *kl-3* was also detected before any exon 14 transcripts, further supporting that *kl-3* is co-transcriptionally spliced (S1B Fig). *kl-5* also exhibited a similar pattern: the nascent exon 1 –intron 1 junctions and spliced exon 1 –exon 2 junctions were both observed in early SCs, long before later exons (exons 16 and 17) were detected (S1C Fig). These results provide a striking example of co-transcriptional splicing, where the early introns of the Y-linked gigantic genes are spliced days before the later exons are transcribed during cellular differentiation. HCR RNA FISH using probes against multiple spliced exon-exon junctions of *kl-3* (exon 1 –exon 2, exon 5 –exon 6, exon 11 –exon 12, exon 15 –exon 16) showed that spliced products arose in 5’ ➔ 3’ order over the course of SC development (S2 Fig), mirroring the pattern seen with the nascent probes (Fig 1D), and furthering the notion that splicing of the Y-linked gigantic genes occurs concordant with transcription.

### Depletion of splicing factors leads to sterility and *kl-3* splicing defects

The above results prompted us to examine whether co-transcriptional splicing plays a role in the expression of the Y-linked gigantic genes. To start to address this question, we performed RNAi mediated knockdown of key splicing factors. We selected U2af38 and SRPK, which play critical roles in splicing and are expressed in the *Drosophila* testis [42,43]. U2af38, a component of the U2AF complex, binds near the 3’ splice site to facilitate spliceosome assembly [44]. SRPK phosphorylates RS domains, which are commonly found in proteins involved in splicing, to regulate their localization and/or function [45]. RNAi-mediated knockdown of these genes was performed using the *bam-GAL4* driver (*bam-gal4>UAS-RNAi*) to specifically deplete the gene products in late spermatogonia and SCs, avoiding perturbation of early germ cell development. The efficiency of knockdown was confirmed by loss of GFP signal from transgenic strains (*U2af38*^*fTRG00747*.*sfGFP-TVPTBF*^ and *SRPK*^*MI06550-GFSTF*.*1*^) (S3A and S3B Fig) and further substantiated by RNA sequencing (see below). RNAi of *U2af38* (*bam>U2af38*^*HMS04505*^ or *bam>U2af38*^*KK108210*^) or *SRPK* (*bam>SRPK*^*HMS04507*^ or *bam>SRPK*^*HMS04491*^) resulted in male sterility with testes lacking mature sperm in the seminal vesicles (S4A Fig). In *SRPK* RNAi, germ cell development appeared morphologically normal at all stages (S4B Fig), but sperm were immotile and failed to exit the testis into the seminal vesicle. *U2af38* RNAi resulted in a more severe phenotype where germ cells arrested as SCs: SC development proceeds but SCs do not increase in volume to the extent seen in controls and eventually arrest prior to entry into the meiotic divisions (S4B Fig). For each gene, two independent RNAi lines resulted in the same phenotype, thus we selected one to use in all further experiments.

Knockdown of *U2af38* resulted in *kl-3* splicing defects. Using HCR RNA FISH, nascent exon 1 –intron 1 junctions and spliced exon 1 –exon 2 junctions were clearly detected in the same SC in the control (Fig 2A), consistent with *kl-3* being co-transcriptionally spliced, as shown in Figs 1 and S1. Interestingly, intron 1 –exon 2 junctions were rarely observed in control SCs (Fig 2A). This is likely because the 3’ intron junction (intron–exon junction) is spliced as soon as the 3’ splice site becomes available, generating the exon 1- exon2 spliced product. In contrast, in *U2af38* RNAi, the exon 1 –exon 2 spliced product was barely detectable (Fig 2A), and instead, the intron 1 –exon 2 junction was robustly detected (Fig 2A). These results indicate that splicing between exon 1 and exon 2 is defective following RNAi of *U2af38*, which led to accumulation of unspliced intron 1 –exon 2 junctions. Similar results were observed for the exon 3 –intron 3, intron 3 –exon 4, and exon 3 –exon 4 junctions of *kl-3* (Fig 2B). These results reveal the dynamics of gene expression of Y-linked gigantic genes, where the gene is transcribed in 5’ ➔ 3’ order and co-transcriptionally spliced as soon as the splicing acceptor site becomes available. *SRPK* RNAi also resulted in splicing defects in the Y-linked gigantic genes, which were detectable by RNA sequencing (see below for more details).

**Fig 2:**
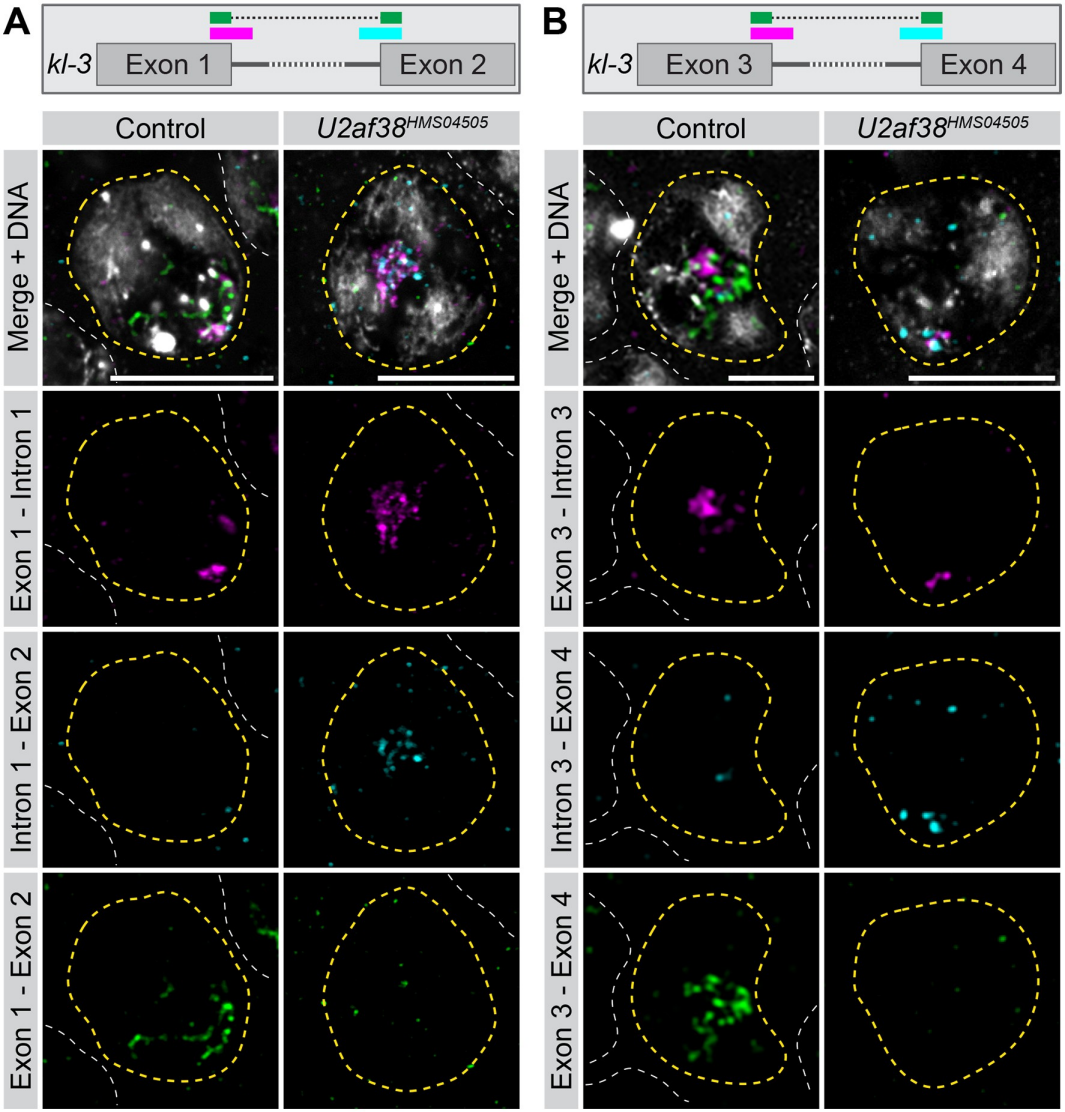
*U2af38* RNAi results in *kl-3* splicing defects. (**A** and **B**) HCR RNA FISH in control and *U2af38* RNAi SC nuclei (yellow dashed line) for the junctions shown in the *kl-3* gene diagrams. Neighboring SC nuclei (white dashed line). Bars: 10μm. (**A**) exon 1 –intron 1 (magenta), intron 1 –exon 2 (cyan), exon 1 –exon 2 (green), DNA (white). (**B**) exon 3 –intron 3 (magenta), intron 3 –exon 4 (cyan), exon 3 –exon 4 (green), DNA (white).

### Splicing factor depletion results in loss of mRNAs of Y-linked gigantic genes

We have previously shown that functional *kl-3*, *kl-5*, and *kl-2* mRNAs are stored in cytoplasmic ribonucleoprotein (RNP) granules, termed ‘kl-granules’ [46]. Kl-granules are marked by the protein Pontin [46]. *kl-3*, *kl-5*, and *kl-2* encode axonemal dynein motor proteins and are thus essential for sperm motility [47–50]. Kl-granules containing these mRNAs assemble in SCs and are subsequently localized to the elongating sperm tail, facilitating proper incorporation of axonemal dynein proteins into the sperm flagella [46]. Kl-granule formation in SCs reflects the successful transcription and processing of *kl-3*, *kl-5*, and *kl-2* [33]. In controls, kl-granules are detected in late SCs. In marked contrast, in both *U2af38* and *SRPK* RNAi SCs, there were no kl-granules marked by Pontin protein, indicating that *kl-3*, *kl-5*, and *kl-2* might not be properly expressed/processed in these mutants (Fig 3A). Indeed, we found that component mRNAs (*kl-3*, *kl-5*, and *kl-2*) were not detectable in the cytoplasm of *U2af38* and *SRPK* RNAi SCs as kl-granules (Fig 3B–3D). These results suggest that mature *kl-3*, *kl-5*, and *kl-2* mRNAs are absent following RNAi-mediated knockdown of *U2af38* and *SRPK*, suggesting a failure in the expression/RNA processing of these Y-linked gigantic genes.

**Fig 3:**
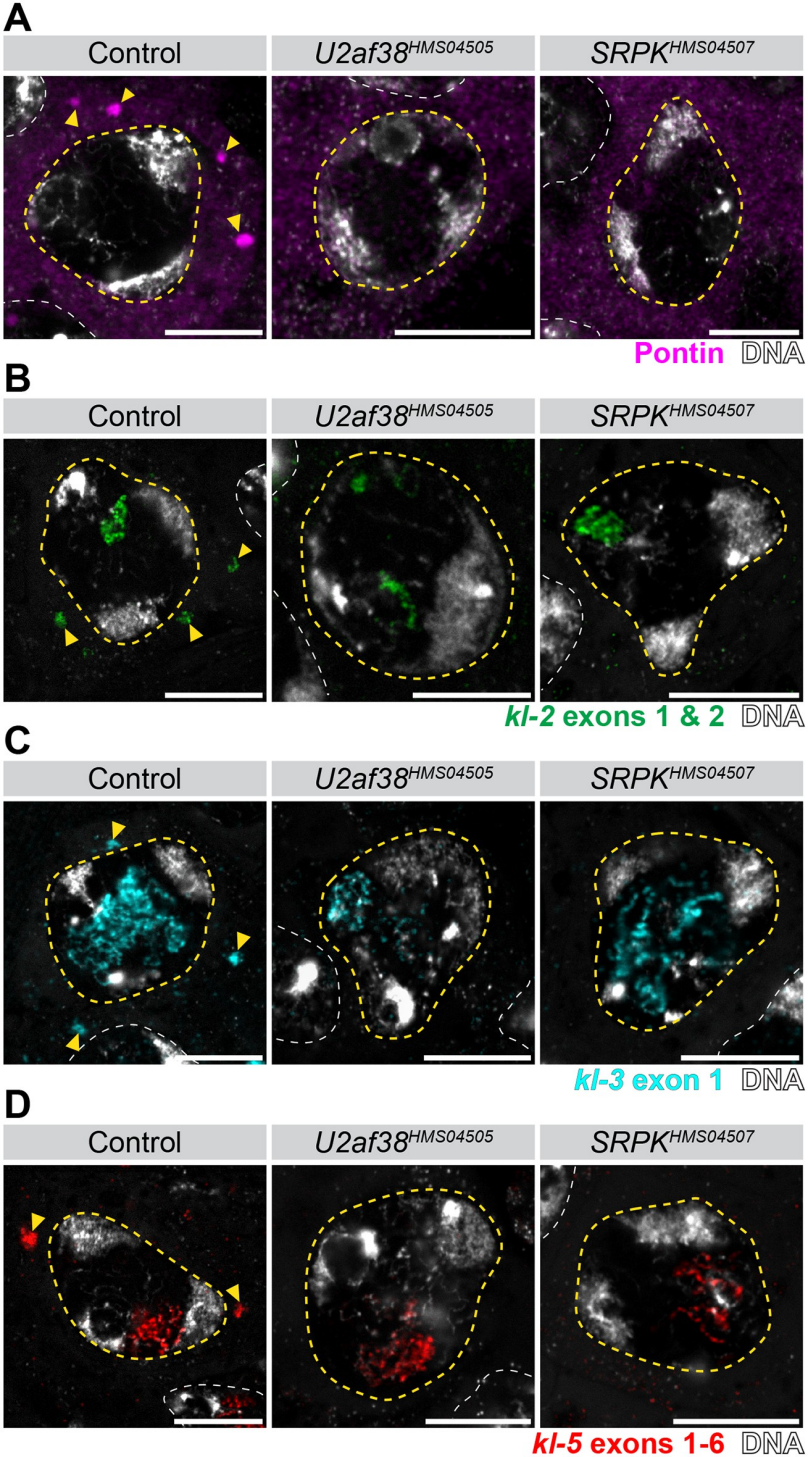
kl-granules are absent in SCs upon RNAi-mediated knockdown of *U2af38* and *SRPK*. (**A**) Pontin antibody staining (magenta) of single SCs (nucleus outlined in yellow dashed line, neighboring nuclei outlined with white dashed lines) in the indicated genotypes. Pontin granules (kl-granules, yellow arrowhead), DNA (white). Bars: 10μm. (**B**) *kl-2* smFISH (green) of single SCs (nucleus outlined in yellow dashed line, neighboring nuclei outlined with white dashed lines) in the indicated genotypes. *kl-2* mRNA in granules (kl-granules, yellow arrowhead), DNA (white). Bars: 10μm. (**C**) *kl-3* smFISH (cyan) of single SCs (nucleus outlined in yellow dashed line, neighboring nuclei outlined with white dashed lines) in the indicated genotypes. *kl-3* mRNA in granules (kl-granules, yellow arrowhead), DNA (white). Bars: 10μm. (**D**) *kl-5* smFISH (red) of single SCs (nucleus outlined in yellow dashed line, neighboring nuclei outlined with white dashed lines) in the indicated genotypes. *kl-5* mRNA in granules (kl-granules, yellow arrowhead), DNA (white). Bars: 10μm. For b–d note that nuclear RNA is present in all conditions but cytoplasmic mRNAs are absent in the RNAi conditions.

### Y-linked gigantic genes are downregulated upon splicing perturbation

The lack of kl-granules and component mRNAs in *U2af38* and *SRPK* RNAi SCs can be explained simply by defective splicing, which may perturb production of mRNA, mRNA export to the cytoplasm, and/or degradation of transcripts due to mis-splicing [51–53]. However, interestingly, we observed a reduction in the signal intensity of probes targeting the later exons of *kl-3* and *kl-5* within the nucleus following *U2af38* and *SRPK* RNAi (Fig 4A and 4B), suggesting that transcription itself may also be compromised. Importantly, the signal from probes targeting early exons and intronic repeats appeared unchanged in these mutants, serving as an internal control. These results suggest that the lack of kl-granules may result from a problem in transcription in addition to errors in splicing.

**Fig 4:**
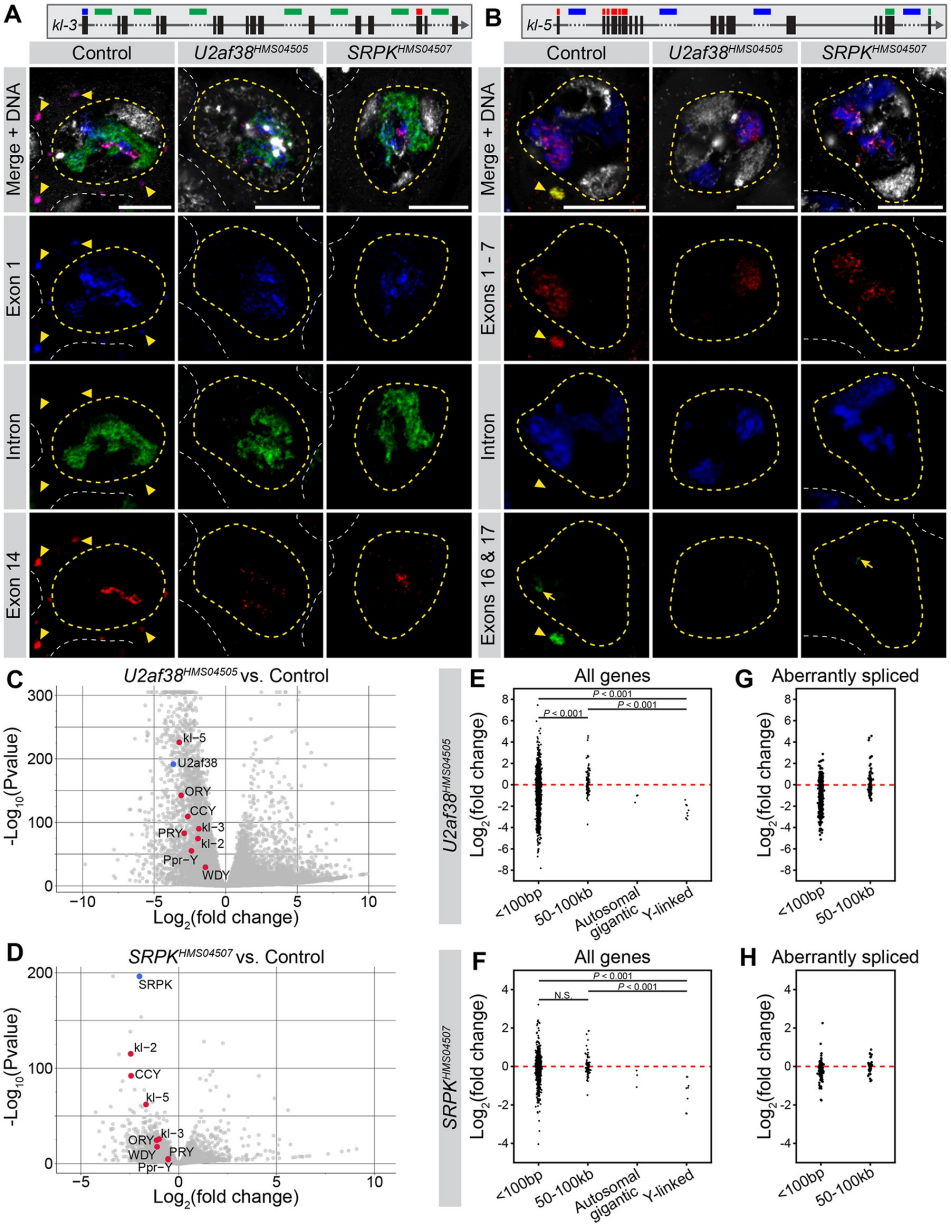
Y-linked gigantic genes are downregulated upon RNAi-mediated knockdown of *U2af38* and *SRPK*. (**A** and **B**) *kl-3* RNA FISH (**A**) and *kl-5* RNA FISH (**B**) in single SCs (nuclei–yellow dashed line, neighboring SC nuclei–white dashed line) in the indicated genotypes. Gene diagrams at the top indicate regions targeted by RNA FISH probes. Kl-granules (yellow arrowhead). Bars: 10μm. (**A**) *kl-3* exon 1 (smFISH, blue), intronic AATAT repeats (green), exon 14 (smFISH, red), DNA (white). (**B**) *kl-5* exons 1–7 (smFISH, red), intronic AAGAC repeats (blue), exons 16–17 (smFISH, green), DNA (white). (**C** and **D**) Volcano plots for *U2af38* RNAi (**C**) and *SRPK* RNAi (**D**) highlighting the Y-linked gigantic genes (red dots). Note that *U2af38* and *SRPK* (blue dots) are significantly downregulated, respectively. (**E**–**H**) Graphs showing the log_2_(fold change) for all genes (**E** and **F**) or only aberrantly spliced genes (**G** and **H**) in each intron size bin in either *U2af38* (**E** and **G**) or *SRPK* (**F** and **H**) RNAi. P-values in **E** and **F** computed by Mann-Whitney U test.

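In the total RNA sequencing behind the volcano plots, each genotype had 3 biological replicates. *U2af38* (FBgn0017457) lies on chromosome 2L of dm6 from 292959 to 294681 and has a single annotated intron of 68 bp. It was read at 37.5, 42.3 and 41.1 CPM in the 3 control libraries, and at 2.46, 4.38 and 3.10 in the 3 *U2af38* RNAi libraries. CPM is the fragment count of a gene relative to the size of its library, here after scaling with edgeR's TMM factors. The log2 fold change was -3.59 (standard error 0.15, adjusted p = 3.22e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which left 8.28% of the control level. *SRPK* (FBgn0286813) lies on chromosome 2R from 15380724 to 15387851. It was read at 274, 248 and 281 CPM in control and at 69.0, 64.5 and 68.1 in *SRPK* RNAi, a log2 fold change of -1.99 (standard error 0.07, adjusted p = 4.77e-09 from the same edgeR test), which left 25.1% of the control level. With each library left out in turn, the log2 fold change stayed between -3.86 and -3.43 for *U2af38* and between -2.03 and -1.95 for *SRPK*. The scaling moved the *U2af38* value most, to -2.96 on library size alone and -4.03 on the ribosomal protein genes. Replicate numbers are shared between the genotypes. Deviations of same-numbered libraries from their group means had a mean correlation across genes of 0.153 between control and *U2af38* RNAi and of -0.112 between control and *SRPK* RNAi. With the replicate number as a block, the log2 fold changes were -3.61 for *U2af38* (adjusted p = 3.71e-09 from edgeR's test) and -1.99 for *SRPK* (adjusted p = 6.95e-09 from edgeR's test). In the opposite knockdown, *U2af38* had a log2 fold change of 0.32 in *SRPK* RNAi (standard error 0.13, adjusted p = 0.0594, with the block 0.0544, from edgeR's test), which did not pass 0.05. It passed with DESeq2 (adjusted p = 0.0165), on library size alone (adjusted p = 0.0166) and with 2 genotypes only (adjusted p = 0.00514), and the adjusted p was 0.0658 with upper quartiles, 0.132 on the ribosomal protein genes and up to 0.169 with libraries left out. *SRPK* was read at 611, 589 and 658 CPM in *U2af38* RNAi, a log2 fold change of 1.21 (standard error 0.06, adjusted p = 2.92e-09, with the block 1.59e-09, from edgeR's test).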

To gain a more quantitative assessment of the expression/splicing defects following *U2af38* and *SRPK* RNAi, we performed total RNA sequencing, comparing these RNAi conditions with controls (see Methods). 

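RNA was taken from 100 pairs of testes per sample, from males aged 1 to 3 days, with 3 biological replicates for each of the 3 genotypes. From 500 ng of total RNA, ribosomal RNA was depleted and strand-specific libraries were made, so that unspliced and noncoding RNA was kept along with mRNA. Each of the 9 libraries was sequenced on 2 lanes, with reads of 250 bp. The authors aligned the reads to dm6 with STAR, counted fragments per gene with featureCounts v1.6.2 on the FlyBase 6.37 annotation in its reverse-stranded setting, and deposited these counts for 17575 genes without normalization. A fragment that overlapped exons of more than one gene on the same strand was left out of the counts, and intronic reads were not counted. The 2 lanes were summed for each library and counted as 1 replicate. Over the 9 libraries, the counts of the 2 lanes differed with a chi-square of 1.27 to 1.37 per degree of freedom, against 6.17 to 39.2 for 2 replicates of one genotype. The summed totals ranged from 20908187 to 30002574 fragments in control (median 23099306), from 18497748 to 20774681 in *U2af38* RNAi (median 19039631) and from 25185322 to 28412334 in *SRPK* RNAi (median 26118433). The floor was taken as 3 fragments, which at these depths are between 0.100 and 0.162 CPM on library size without scaling, and after TMM scaling at most 0.170 CPM in control and 0.123 in *U2af38* RNAi. This covers counting error only. Genes with too few counts in every genotype were removed with edgeR's filterByExpr, which kept 14941 genes. All 9 libraries entered one model, so that the genotypes shared one estimate of the spread between replicates. Fold changes are relative to the bulk of the genes, because TMM scaling sets the typical gene to no change. The TMM factors differed between genotypes, from 0.816 to 0.864 in control, from 1.30 to 1.32 in *U2af38* RNAi and from 0.881 to 0.945 in *SRPK* RNAi, so other scalings shift every fold change by a common amount.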

We first confirmed that knockdown of *SRPK* and *U2af38* indeed resulted in a widespread disruption of splicing. Using JUM, an annotation-free method to analyze splicing errors (see Methods) [54], we found that *U2af38* and *SRPK* RNAi had strikingly different splicing patterns compared to controls, suggestive of splicing defects (S5A–S5C Fig). *U2af38* RNAi had a broader and greater number of altered splicing events than *SRPK* RNAi, consistent with the more severe cytological phenotype observed upon *U2af38* knockdown (S4B Fig). In total, 4569 genes had altered splicing events in *U2af38* RNAi and 1420 in *SRPK* RNAi (*q* < 0.05). As ~6000 genes are expressed in SCs [55], *U2af38* and *SRPK* RNAi indeed result in a large-scale disruption to the splicing in SCs. Intriguingly, we observed a strong positive correlation between splicing defects and the intron proportion (percentage of the gene span attributed to intronic sequence) in *U2af38* and *SRPK* RNAi (S5D Fig, linear model *p* = 4.9 x 10^−04^ for *U2af38* RNAi, *p* = 5.6 x 10^−07^ for *SRPK* RNAi), consistent with previous studies that indicated that large introns are more difficult to properly splice [21–24].

Differential expression analysis revealed that the Y-linked gigantic genes are specifically downregulated following *U2af38* and *SRPK* RNAi (Fig 4C and 4D). 

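Of the 14941 genes tested, 12280 had an adjusted p under 0.05 in *U2af38* RNAi (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 6674 of them higher and 5606 lower than in control. In *SRPK* RNAi there were 6187, with 3032 higher and 3155 lower. The libraries of the 2 genotypes compared did not overlap for 12652 genes in *U2af38* RNAi (84.7%) and for 7541 in *SRPK* RNAi (50.5%), where chance gives 10%. Both knockdowns lowered 2478 genes, and these included all 8 Y-linked gigantic genes. *kl-3* (FBgn0267432), annotated on the Y chromosome of dm6 from 336381 to 563165, was read at 380 ± 12.3 CPM in control (SD, n = 3), 109 ± 2.26 in *U2af38* RNAi and 191 ± 20.0 in *SRPK* RNAi. Its log2 fold change was -1.80 in *U2af38* RNAi (standard error 0.07, adjusted p = 1.89e-10 from edgeR's test) and -0.997 in *SRPK* RNAi (standard error 0.07, adjusted p = 1.03e-06). *kl-5* (FBgn0267433), from 22250 to 137486, went from 368 ± 28.2 to 41.0 ± 2.04 and 116 ± 15.6 CPM (SD, n = 3), with log2 fold changes of -3.17 (adjusted p = 2.27e-11 from edgeR's test) and -1.67 (adjusted p = 1.55e-07). *kl-2* (FBgn0001313), from 573088 to 664173, went from 191 ± 5.91 to 52.4 ± 3.26 and 34.9 ± 1.29 (SD, n = 3), with log2 fold changes of -1.87 (adjusted p = 1.99e-11 from edgeR's test) and -2.45 (adjusted p = 2.41e-10). The other 5 genes had log2 fold changes of -3.03 for *ORY*, -2.82 for *PRY*, -2.57 for *CCY*, -2.29 for *Ppr-Y* and -1.43 for *WDY* in *U2af38* RNAi, and of -1.12 for *ORY*, -0.59 for *PRY*, -2.44 for *CCY*, -0.57 for *Ppr-Y* and -1.16 for *WDY* in *SRPK* RNAi. Adjusted over the 8 genes alone, the largest p was 6.34e-08 in *U2af38* RNAi and 8.32e-05 in *SRPK* RNAi (edgeR's test with Benjamini-Hochberg adjustment), and all 8 also passed 0.05 over the 14941 genes. For each gene, every RNAi library was below every control library, although 3 libraries against 3 cannot give an exact two-sided permutation p under 0.1. The median of the 8 was -2.43 in *U2af38* RNAi and -1.14 in *SRPK* RNAi, and scaling on library size alone moved these most toward 0, to -1.80 and -1.02. With the replicate number as a block, 12213 and 6331 genes passed in *U2af38* and *SRPK* RNAi, and all 8 genes were lower in both. The check of the pairing gave mean correlations of same-numbered libraries of 0.153 for control with *U2af38* RNAi and -0.112 for control with *SRPK* RNAi, against -0.080 and 0.070 for differently numbered ones. The latter follow almost entirely from the former, because deviations within a genotype cancel out, and are no separate baseline. When the RNAi genotypes were compared with each other, *kl-2* was higher in *U2af38* RNAi (log2 fold change 0.59, adjusted p = 8.11e-07 from edgeR's test, with the block 2.36e-06). *kl-3*, *kl-5*, *ORY*, *PRY* and *Ppr-Y* were lower in *U2af38* RNAi, with log2 fold changes from -2.23 (*PRY*) to -0.80 (*kl-3*). *WDY* (-0.27, adjusted p = 0.0566, with the block 0.0173) and *CCY* (-0.14, adjusted p = 0.292, with the block 0.0477, both from edgeR's test) differed between the knockdowns only with the block, where the correlation of same-numbered libraries was -0.277.

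**Figure D1:**
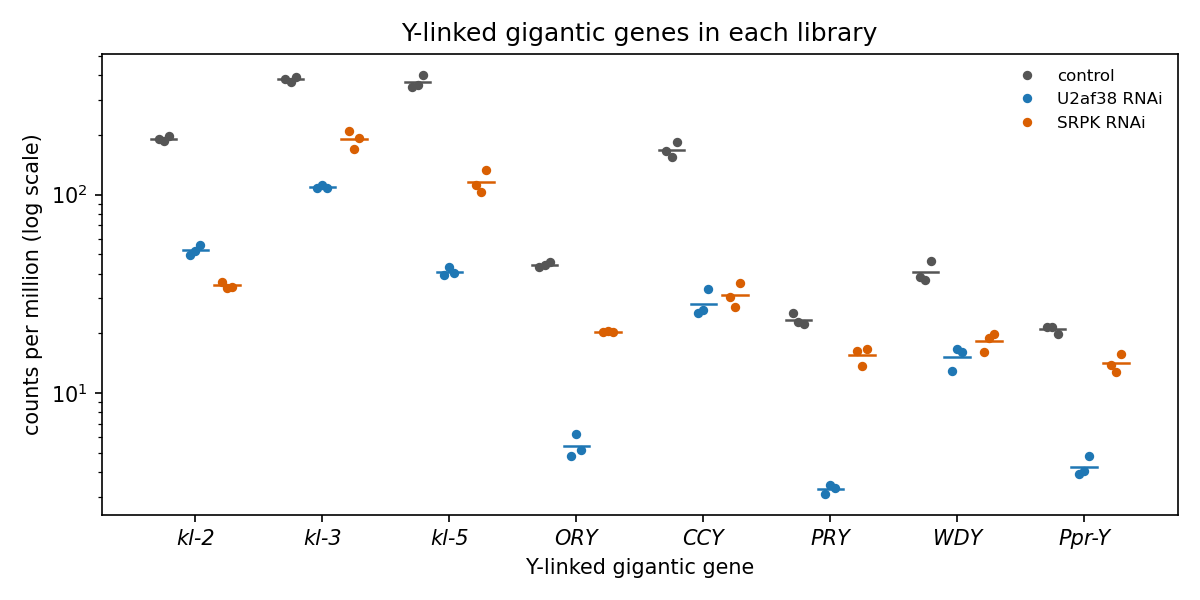
CPM (log axis) of the 8 Y-linked gigantic genes in each control, *U2af38* RNAi and *SRPK* RNAi library. Points are libraries and lines are the means of 3, and for each gene all RNAi points lie below all control points, for example near 380.1 in control against 109 and 191 for *kl-3*.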

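The 14941 tested genes were ranked by log2 fold change, from the lowest. In *SRPK* RNAi, *kl-2* ranked 149 and *CCY* ranked 151, which put them at percentiles 0.990 and 1.01 of all genes tested. *kl-5* was at percentile 3.13, *WDY* at 6.05, *ORY* at 6.39 and *kl-3* at 7.57. *PRY* and *Ppr-Y* were at percentiles 14.6 and 15.2, with ranks 2180 and 2266. In *U2af38* RNAi the 8 genes ran from percentile 3.56 for *kl-5* (rank 533) to 16.0 for *WDY* (rank 2393). Their median percentile was 6.22 in *SRPK* RNAi and 7.01 in *U2af38* RNAi. With only genes of at least 10 counts in every library, 11457 genes, it was 3.51 in *SRPK* RNAi, the alternative that moved it most, and without a filter it was 7.10. The spread of fold changes differed between the knockdowns, since 3248 genes were lower by more than 1 on the log2 scale in *U2af38* RNAi and 802 in *SRPK* RNAi. In both knockdowns, 509 genes were lower by more than 1, and 5 of these were Y-linked gigantic genes.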

Notably, the Y-linked gigantic genes were amongst the most downregulated genes in *SRPK* RNAi and strongly downregulated in *U2af38* RNAi. When the degree of differential gene expression was analyzed with regard to intron size, genes with regular size introns (<100bp) or large (but still smaller than Y-linked gigantic genes) introns (50–100kb) did not show consistent downregulation in *U2af38* and *SRPK* RNAi, whereas the Y-linked gigantic genes exhibited clear downregulation (Fig 4E and 4F). This is not because genes with smaller introns are not aberrantly spliced: even when we selected only aberrantly spliced genes (from the analyses presented in S5 Fig), genes with intron sizes of <100bp or 50–100kb still did not show consistent downregulation (Fig 4G and 4H). 

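Protein-coding genes were grouped by their longest annotated intron in the authors' annotation, and the 8 Y-linked and 3 autosomal gigantic genes were kept apart, since assembly gaps shorten their annotated introns. The 3852 genes with a longest intron under 100 bp had a median log2 fold change of 0.082 in *U2af38* RNAi (25th to 75th percentile -0.89 to 0.95) and of 0.063 in *SRPK* RNAi (-0.22 to 0.33). In *U2af38* RNAi 38.0% of them were called lower and 42.7% higher, and in *SRPK* RNAi 17.3% and 22.6%. The 94 genes with a longest intron of 50 to 100 kb had medians of 0.39 (-0.29 to 1.24) and 0.060 (-0.21 to 0.27), with 28.7% called lower and 56.4% higher in *U2af38* RNAi, and 20.2% and 31.9% in *SRPK* RNAi. The sign of these medians depended on the scaling, and for the genes under 100 bp in *U2af38* RNAi also on the genes kept, with a median of -0.094 for genes with a mean of at least 1 CPM. For the genes under 100 bp, the median under other scalings ran from -0.35 with scaling on the ribosomal protein genes to 0.72 on library size alone in *U2af38* RNAi, and from -0.00465 to 0.18 in *SRPK* RNAi. By exact two-sided Mann-Whitney U tests across genes, the 8 Y-linked genes differed from the genes under 100 bp in *U2af38* RNAi (p = 1.52e-06, 3.04e-06 after Benjamini-Hochberg adjustment over the 8 tests of this family, 1.51e-06 with the replicate block) and in *SRPK* RNAi (exact p = 4.56e-08, adjusted 1.22e-07, with the block 4.61e-08). Against the genes of 50 to 100 kb the exact p was 6.11e-10 in *U2af38* RNAi (adjusted 4.89e-09, with the block 6.11e-10) and 7.25e-09 in *SRPK* RNAi (adjusted 2.90e-08, with the block 7.25e-09). Over the alternatives tried, the exact p against the genes under 100 bp stayed between 9.25e-07 and 5.09e-06 in *U2af38* RNAi and between 4.83e-10 and 3.65e-07 in *SRPK* RNAi. Genes share libraries and are not independent replicates in these tests. The mean correlation of same-numbered libraries behind the block was 0.153 for *U2af38* RNAi and -0.112 for *SRPK* RNAi. The genes of 50 to 100 kb lay higher than those under 100 bp in *U2af38* RNAi (two-sided permutation test of ranks, p = 0.00462, adjusted 0.00739, with the block 0.00522), and this was lost when introns were measured as gaps between the merged exons of all isoforms (permutation p = 0.121). In *SRPK* RNAi the 2 groups did not differ (permutation p = 0.922, with the block 0.947). Genes other than the gigantic ones also fell in *U2af38* RNAi. The 26 spermatocyte genes off the Y on a list drawn up before the test had a median log2 fold change of -1.11 there and -0.07 in *SRPK* RNAi, and 8 axonemal dynein heavy chain genes off the Y had medians of -1.56 and 0.22.

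**Figure D2:**
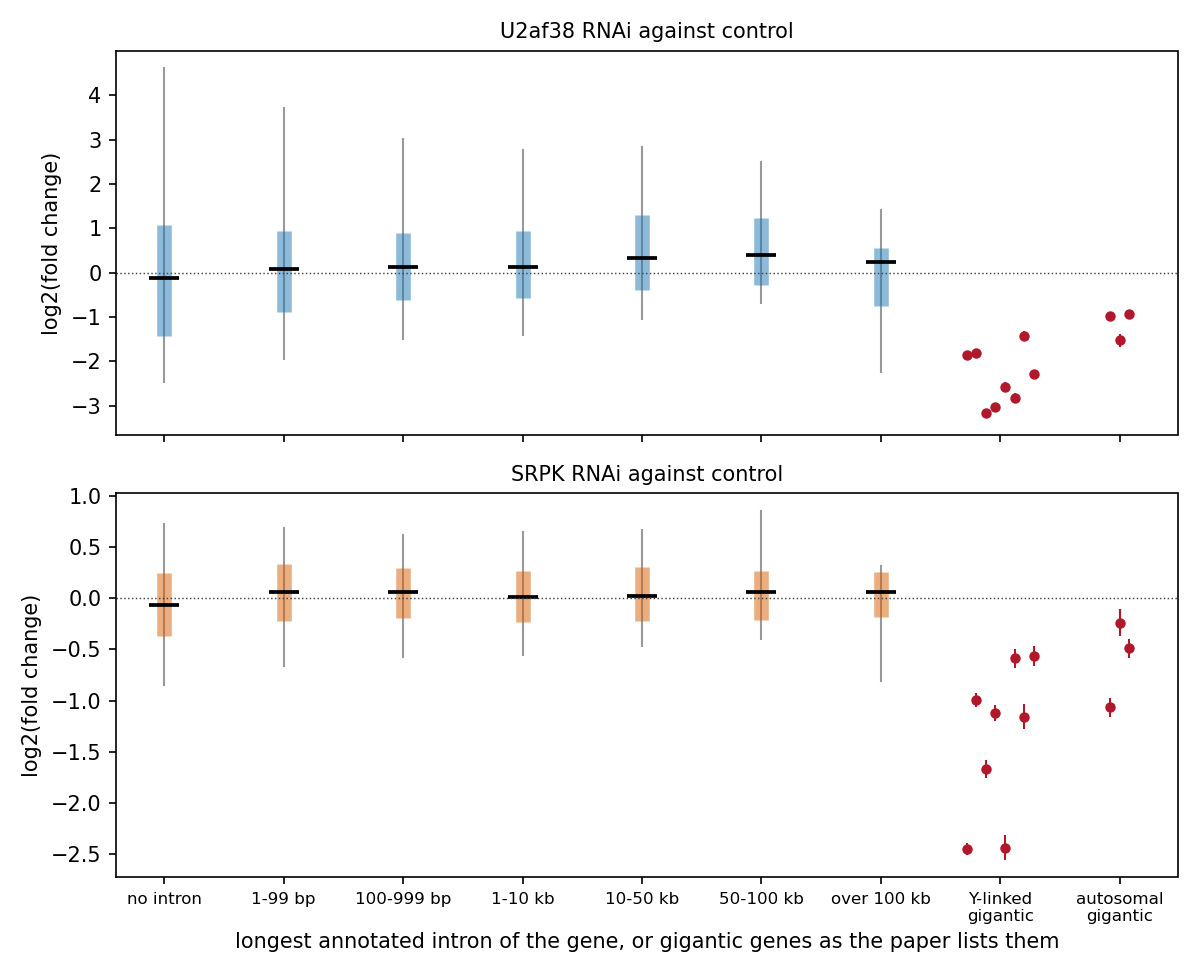
Log2 fold change against control by longest annotated intron, in *U2af38* RNAi and *SRPK* RNAi (the vertical scales of the 2 panels differ). Black lines are medians, bars the 25th to 75th percentile and thin lines the 10th to 90th, and points with standard errors are single Y-linked and autosomal gigantic genes. The medians of all intron groups shift together under other scalings, and those of the non-gigantic genes lie between -0.12 and 0.39 in *U2af38* RNAi with TMM, against -2.43 for the Y-linked genes.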

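The aberrantly spliced genes were taken from the paper's supplementary data, where the values plotted for them are listed without gene names. Only the first part of each list was at hand. A value was assigned to a gene when it matched the paper's log2 fold change of a single gene in the part of its gene list at hand, so these are subsets and the remaining genes were not analysed here. In *U2af38* RNAi, all 46 values at hand for a longest intron under 100 bp could be assigned. These 46 genes had a median log2 fold change of -0.90 here (25th to 75th percentile -1.60 to -0.15), with 33 called lower and 7 higher. Of the 46 values at hand for 50 to 110 kb, 9 could be assigned, with a median of -0.30, 5 called lower and 3 higher. In *SRPK* RNAi, 22 of 46 values under 100 bp could be assigned, with a median of -0.20, 12 called lower and 3 higher. For 50 to 110 kb, 4 of 40 could be assigned, with a median of -0.22, 2 called lower and 1 higher. The medians of the paper's own values at hand were -0.86, 0.13, -0.20 and 0.025 in the same order. The Y-linked gigantic genes lay below each of these subsets, by exact two-sided Mann-Whitney U tests across genes with p = 0.000315 and 8.23e-05 in *U2af38* RNAi, and exact p = 2.29e-05 and 0.00404 in *SRPK* RNAi.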

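The 8 Y-linked gigantic genes were also tested together against all other tested genes with limma's camera, which allows for correlation between the genes of a set. With its preset correlation of 0.01 the set was lower with p = 8.79e-08 in *U2af38* RNAi and 1.02e-24 in *SRPK* RNAi (two-sided, over all 9 libraries). With the replicate number as a block the values were 1.04e-06 and 1.70e-07, where same-numbered libraries had mean correlations of 0.153 with control for *U2af38* RNAi and -0.112 for *SRPK* RNAi. Estimating the correlation from the data moved camera's p most, to 0.0248 and 0.00135. When the 6 libraries of a comparison were split in the other 9 ways into 3 and 3, camera also gave p under 0.05 in 9 of 9 for both knockdowns, from 0.000522 to 0.00504 for *U2af38* RNAi and from 4.44e-05 to 0.0222 for *SRPK* RNAi. Each of those splits leaves 2 of 3 libraries of a genotype together. The real split gave the smallest value in the same 2-genotype models, 1.29e-07 and 3.72e-22.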

Taken together, these results suggest that the loss of splicing factors has a distinct impact on the expression of the Y-linked gigantic genes. There are three autosomal genes with gigantic introns expressed in the testis that are comparable in size to the Y-linked gigantic genes (*Pzl*, *Myo81F*, and *Mitf*: their introns also contain repetitive DNAs and there are gaps in the genome assembly) [56]. 

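*Pzl* (FBgn0267430) is annotated on chromosome 3R of dm6 from 2554162 to 3263582, *Myo81F* (FBgn0267431) on chromosome 3R from 567076 to 2532932, and *Mitf* (FBgn0263112) on chromosome 4 from 1198852 to 1224467. Their longest annotated introns are 196842, 268107 and 20518 bp, and gaps in the assembly make these lower limits. In control testes *Pzl* was read at 85.04 ± 5.24 CPM, *Myo81F* at 9.30 ± 0.590 and *Mitf* at 39.3 ± 1.79 (SD, n = 3). Of the Y-linked gigantic genes, *Ppr-Y* has the longest annotated intron, 150611 bp, and *CCY* the shortest such value, 10671 bp.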

Although the results of only three genes cannot be interpreted with confidence, these genes appeared to be less impacted compared to Y-linked gigantic genes (Fig 4E–4H) (see Discussion).

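*Pzl* had a log2 fold change of -0.97 in *U2af38* RNAi (standard error 0.09, adjusted p = 5.49e-07, with the replicate block 3.61e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of -1.07 in *SRPK* RNAi (standard error 0.09, adjusted p = 3.64e-06, with the block 4.03e-06). *Myo81F* had -1.52 (standard error 0.14, adjusted p = 5.57e-07, with the block 4.76e-06, from edgeR's test) and -0.24 (standard error 0.13, adjusted p = 0.168, with the block 0.204), so its change in *SRPK* RNAi did not pass 0.05. *Mitf* had -0.93 (standard error 0.09, adjusted p = 1.48e-06, with the block 1.03e-05, from edgeR's test) and -0.49 (standard error 0.09, adjusted p = 0.00132, with the block 0.00303). The log2 fold changes of these 3 genes were set against those of the 8 Y-linked genes with an exact two-sided permutation test of the means. In *U2af38* RNAi the exact p was 0.0182 (0.0243 after Benjamini-Hochberg adjustment over the 8 tests of the intron comparisons, 0.0182 with the block). In *SRPK* RNAi the exact p was 0.115 (adjusted 0.131, with the block 0.121), so the 2 sets could not be told apart there. The correlations of same-numbered libraries were 0.153 and -0.112 for the 2 comparisons with control.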

### Transcription of the Y-linked gigantic genes attenuates upon splicing disruption

To gain further insight into the relationship between the splicing and transcription of the Y-linked gigantic genes, we examined individual genes’ RNA sequencing reads in more detail. By plotting the read depth across the gene body for the Y-linked gigantic genes, an interesting pattern emerged. First, in control, the read depth often dropped at exons that follow gigantic (i.e. repetitive DNA-rich, gap-containing) introns (Fig 5A and 5B). Because the testis contains SCs at multiple developmental stages, this drop in sequencing depth may represent early SC populations that have not progressed to the point of transcribing later exons. Alternatively, this drop may be due, in part, to challenges in transcribing these introns, which could lead to premature dissociation of the polymerase [57]. In *U2af38* and *SRPK* RNAi, we found that the magnitude (fold change) of the read-depth drop that occurs after a gigantic intron is exacerbated compared to controls (Fig 5A and 5B, arrowheads show ‘before’ and ‘after’ the gigantic intron, fold change in *kl-3*: control = 4.3, *U2af38* RNAi = 8.2, *SRPK* RNAi = 8.3; fold change in *kl-2*: control = 1.8, *U2af38* RNAi = 8.9, *SRPK* RNAi = 2.1). 

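The fragments counted over all exons of a gene give its summed read depth in each library, without its course along the gene, which was not analysed here. For *kl-3*, 7618, 6459 and 9584 fragments were counted in the 3 control libraries, 2621, 3015 and 2685 in *U2af38* RNAi and 5167, 4369 and 4275 in *SRPK* RNAi. After TMM scaling this left 28.7% of the control level in *U2af38* RNAi and 50.1% in *SRPK* RNAi. For *kl-2*, 3791, 3264 and 4827 fragments were counted in control, 1204, 1398 and 1386 in *U2af38* RNAi and 898, 877 and 760 in *SRPK* RNAi, which left 27.4% and 18.3% of the control level.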

Overall, the read depth across the gene span decreased clearly in *U2af38* and *SRPK* RNAi relative to the control (Fig 5C and 5D). Indeed, the RNA FISH results presented above showed a reduction in RNA FISH signal for later exons (Fig 4A and 4B). These mutant SCs have similar levels of signal from probes targeting early exons as controls (Figs 4A, 4B, 5A and 5B). Therefore, the drop in read depth in *U2af38* and *SRPK* RNAi implies attenuation of transcription along the gene length. Attenuation was observed for many of the Y-linked gigantic genes (S6 Fig). As an important comparison, transcription of genes with average size introns (max intron size 100bp or 50–100kb) did not attenuate, despite these genes being aberrantly spliced in *U2af38* RNAi and/or *SRPK* RNAi (S6 Fig). Also, attenuation was not consistently observed for autosomal genes with gigantic introns (S6 Fig, see Discussion). Taken together, these results suggest that the transcription of the Y-linked gigantic genes is particularly sensitive to splicing perturbation with splicing defects resulting in transcription attenuation.

**Fig 5:**
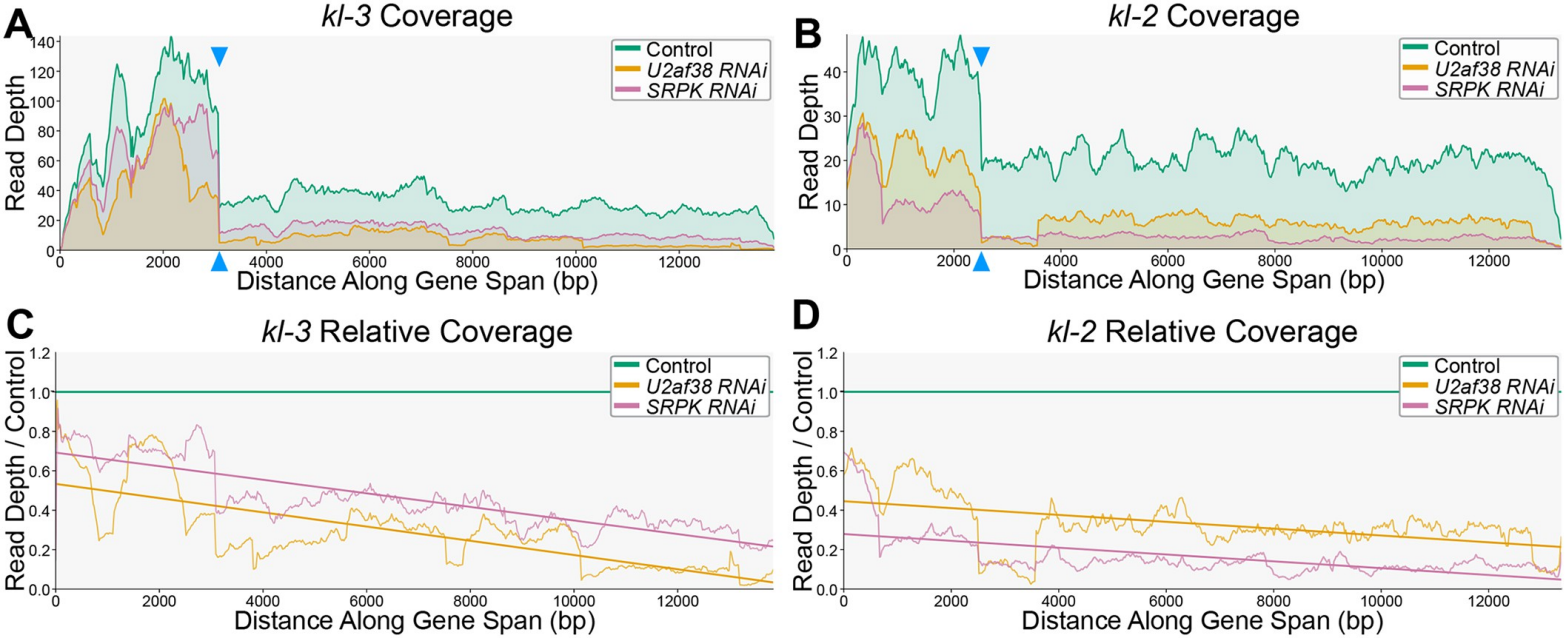
Transcription of the Y-linked gigantic genes attenuates upon RNAi-mediated knockdown of *U2af38* and *SRPK*. (**A** and **B**) Coverage plots of *kl-3* (**A**) and *kl-2* (**B**) showing the normalized read depth along the gene span (exons only) in the indicated genotypes. Blue arrowheads mark the drop in read depth that follows a gigantic intron (**C** and **D**) Plots showing the coverage along the gene span (exons only) relative to the control condition for *kl-3* (**C**) and *kl-2* (**D**) in the indicated genotypes. Linear best fit lines with negative slope indicate decreases in expression relative to the control for the RNAi conditions over the course of the gene span (5’ ➔ 3’).

### Transcripts of the Y-linked gigantic genes become entangled in splicing mutants

How do splicing defects lead to attenuation of transcription? Considering the gene size, it could be challenging for RNA polymerase to progress along the gene span if it is associated with a very long (megabases) unspliced pre-mRNA, and co-transcriptional splicing may be particularly critical for the Y-linked gigantic genes to minimize the length of this pre-mRNA. It is known that the transcription of the Y-linked gigantic genes *kl-3*, *kl-5* and *ORY* results in the formation of large lampbrush chromosome-like structures called ‘Y-loops’ (Fig 6A, control) [12]. Each gene forms a distinct Y-loop (termed Y-loops A, B, and C) that occupies a distinct, non-overlapping, domain within the SC nucleoplasm (Fig 6A, control) [12]. Interestingly, cytological examination revealed that the Y-loops intermingle with each other in *U2af38* and *SRPK* RNAi SCs (Fig 6A). Together, these results suggest that co-transcriptional splicing may aid in the efficient transcription of the Y-linked gigantic genes by preventing pre-mRNAs from becoming too long, entangling, and attenuating transcription.

**Fig 6:**
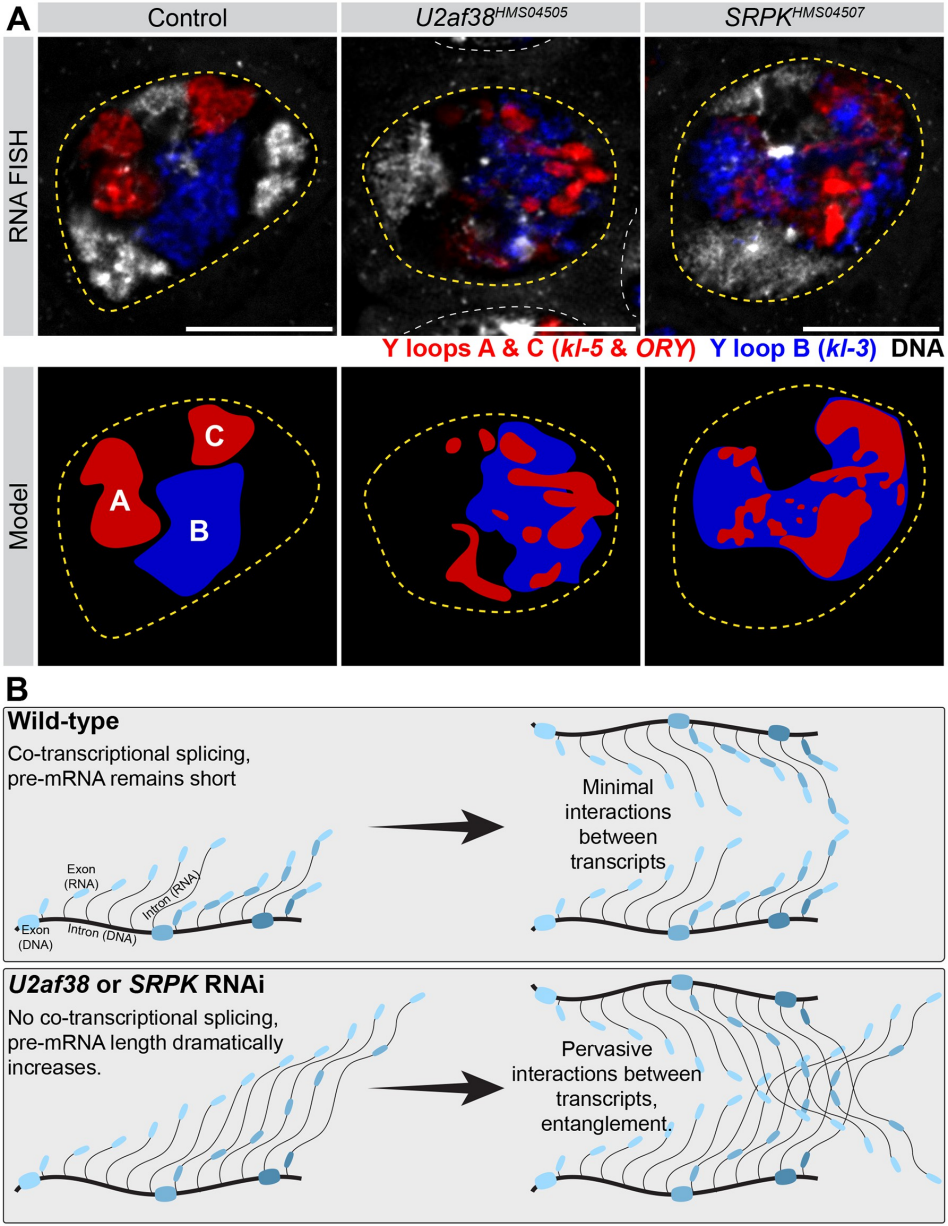
Transcripts of the Y-linked gigantic genes become entangled upon RNAi-mediated knockdown of *U2af38* and *SRPK*. (**A**) Top: RNA FISH for the Y-loop gene intronic transcripts in single SC nuclei (yellow dashed lines, neighboring SC nuclei, white dashed lines) in the indicated genotypes. Y-loops A (*kl-5*) and C (*ORY*) (AAGAC repeats, red), Y-loop B (*kl-3*) (AATAT repeats, blue), DNA (white). Bars: 10μm. Bottom: Models of Y-loop entanglements in each genotype matching the above RNA FISH image. (**B**) Model of how co-transcriptional splicing may function to maintain short pre-mRNAs and prevent transcript entanglement. DNA strand (thick gray line) with exons highlighted (wide colored bars), RNA transcripts (narrow gray lines) with exons highlighted (narrow colored bars). In wildtype, introns (narrow gray lines) are removed as soon as splice sites become available keeping the pre-mRNA molecule short. In splicing factor RNAi conditions, this pre-mRNA becomes increasingly long leading to entanglements.

## Discussion

The majority of splicing occurs co-transcriptionally [2,3]. Co-transcriptional splicing has been implicated in the regulation of RNA processing including modulating alternative splicing and 3’ end cleavage [4–6]. In this study, we found that defects in the co-transcriptional splicing of the Y-linked gigantic genes resulted in a failure to complete transcription, and therefore, a lack of mature mRNA. Cytological examination implied that the long transcripts might become tangled within the nucleus, which may explain why transcription attenuates. Based on these observations, we propose that co-transcriptional splicing of the Y-linked gigantic genes prevents transcripts attached to an actively transcribing RNA polymerase II from becoming too long and therefore ensures the proper expression of these gigantic genes (Fig 6B). As an alternative possibility, splicing defects may create cryptic polyadenylation signals, leading to transcription termination. It is also possible that splicing defects may interfere with transcription elongation in general. However, considering that splicing defects do not impact transcription of genes with average-sized introns, we favor a ‘long gene-specific’ mechanism of transcription attenuation, such as the tangling of excessively large transcripts, although the detailed molecular explanation of transcription attenuation requires further investigations. Interestingly, a recent study showed that splicing defects lead to premature transcription termination predominantly in long genes [58], consistent with our observation in this study. Another recent study used highly expressed, long genes to examine spatial organization of transcripts, demonstrating the impact of splicing inhibition on transcription [59]. Although this study [59] suggested that their observation with long genes may be universally applicable to other genes, based on the observations described here, we postulate that long, highly expressed genes may have unique characteristics, different from short genes.

The need to keep transcripts short through co-transcriptional splicing may be of particular importance for the Y-linked gigantic genes due to the lampbrush-like nature of their transcription, where many RNA polymerases are simultaneously transcribing along the template DNA in a ‘beads-on-string’ formation [34,35,60,61]. Lampbrush chromosomes are characterized by their ‘Christmas tree-like’ appearance by EM, where the DNA template is bound by many active RNA polymerases and their associated transcripts of increasing size [62–64]. When many RNA polymerases are loaded on a DNA template, preventing entanglement of transcripts (either with transcripts extending from adjacent polymerases within the same gene or from neighboring lampbrush-like loci) may become more critical (Fig 6B). By contrast, conventional (non-lampbrush chromosome) genes typically have very few RNA polymerases simultaneously on the DNA template [64,65], and perhaps they are at a lower risk of transcript entanglement. This may explain why the autosomal gigantic genes *Pzl* and *Myo81F*, are not as impacted in *U2af38* and *SRPK* RNAi SCs.

The specific impact of splicing defects on the transcription of certain genes has an interesting implication. As longer genes appear to be more sensitive to splicing perturbation, this greater sensitivity could be utilized to differentially regulate gene expression. For example, the differential expression of splicing factors in different cell types may allow for distinct gene expression patterns. In this way, a certain cell type may not express subsets of genes, such as those with gigantic introns, and this regulation could influence cellular differentiation. Such regulation could add layers to gene expression programs: in addition to promoter-based and translational gene expression regulation, distinct subsets of splicing factors could influence the gene expression profile in different cell types as well. Indeed, some splicing proteins have been characterized to preferentially impact longer introns [66]. Such differential regulation could become an essential aspect of a cellular and/or developmental program, leading to the ‘functionalization’ of gigantic introns. Thus, whereas the function of gigantic introns remains elusive, it is tempting to speculate that gigantic introns could contribute to differential gene expression if combined with distinct expression patterns of splicing factors.

Together, the present study reveals an important role for co-transcriptional splicing in the expression of genes with gigantic introns. Future investigation is required to explore how such unique gene regulation could be utilized in broader contexts.

## Methods

### Fly husbandry

All fly stocks were raised on standard Bloomington medium at 25°C, and young flies (1- to 3-day-old adults) were used for all experiments. Flies used for wild-type experiments were the standard lab wild-type strain yw (y^1^w^1^). Control flies were either the parental *bam-GAL4* stock or a sibling from the same genetic cross. The following fly stocks were used: *U2af38*^*HMS04505*^ (Bloomington *Drosophila* Stock Center [BDSC]:57585), *U2af38*^*KK108210*^ Vienna *Drosophila* Resource Center [VDRC]:v110075), *SRPK*^*HMS04507*^ (BDSC:57587), *SRPK*^*HMS04491*^ (BDSC:57295), *U2af38*^*fTRG00747*.*sfGFP-TVPTBF*^ (VDRC:v318649), *SRPK*^*MI06550-GFSTF*.*1*^ (BDSC:65332), *bam-GAL4*:*VP16* (BDSC:80579, gift from Dennis McKearin). We used FlyBase (release FB2024_02) to find information on gene sequences/functions, phenotypes, and stocks [67].

### RNA fluorescent *in situ* hybridization

#### Single molecule/repetitive transcript RNA FISH

RNA FISH was performed as previously described [68]. All solutions used were RNase free. Testes from 1–3 day old flies were dissected in 1X PBS and fixed in 4% formaldehyde in 1X PBS for 30 minutes. Testes were washed briefly in 1X PBS and permeabilized in 70% ethanol overnight at 4°C. Testes were briefly rinsed with wash buffer (2X saline-sodium citrate (SSC), 10% formamide) and then hybridized overnight at 37°C in hybridization buffer (2X SSC, 10% dextran sulfate (sigma, D8906), 1mg/mL E. coli tRNA (sigma, R8759), 2mM Vanadyl Ribonucleoside complex (NEB S142), 0.5% BSA (Ambion, AM2618), 10% formamide). Following hybridization, samples were washed three times in wash buffer for 20 minutes each at 37°C and mounted in VECTASHIELD with DAPI (Vector Labs). Images were acquired using a Leica Stellaris8 confocal microscope with a 63X oil immersion objective lens (NA = 1.4) and processed using Adobe Photoshop and ImageJ software.

Fluorescently labeled probes were added to the hybridization buffer to a final concentration of 50nM (for probes targeting repetitive DNA transcripts) or 100nM (for smFISH probes targeting exons). Probes against the repetitive DNA transcripts were from Integrated DNA Technologies. Probes against *kl-3*, *kl-5*, and *kl-2* exons were designed using the Stellaris RNA FISH Probe Designer (Biosearch Technologies, Inc.) available online at www.biosearchtech.com/stellarisdesigner. Each set of custom Stellaris RNA FISH probes was labeled with Quasar 670, Quasar 570 or Fluorescein-C3. Probe information can be found in (S1 Table).

#### HCR RNA FISH

All solutions used were RNase free. Testes from 1–3 day old flies were dissected in 1X PBS and fixed in 4% formaldehyde in 1X PBS for 20 minutes and then washed twice, 5 minutes per wash, in 1X PBS 0.1% Tween-20. Permeabilization was achieved by washing for 2 hours in 1X PBS 0.1% Triton X-100. The testes were then washed twice, 5 minutes per wash, in 5X SSC 0.1% Tween-20 and blocked with 100ug/mL of salmon sperm DNA for 30 minutes at 37C in Hybridization Buffer (Molecular Instruments). Probes were added to Hybridization Buffer to a final concentration of 10nM. If combining with smFISH probes, smFISH probes were also added to Hybridization Buffer to their standard concentration (see above). Hybridized overnight at 37C shaking. Samples were washed four times, 15 minutes per wash, at 37C with Probe Wash Buffer (Molecular Instruments). During the second wash, hairpin solutions for desired amplifiers (Molecular Instruments) were created by individually heating each hairpin at 95C for 90 seconds in a PCR machine and allowing the samples to slowly cool to room temperature. Amplifiers were added to Amplification Buffer (Molecular Instruments) to a final concentration of 60nM. Samples were washed twice, 5 minutes per wash, with 5X SSC 0.1% Tween-20, and then transferred to Amplification Buffer + amplifiers and incubated overnight at room temperature nutating. Testes were then washed twice, 30 minutes per wash, with 5X SSC 0.1% Tween-20 and mounted in VECTASHIELD with DAPI (Vector Labs). Images were acquired using a Leica Stellaris8 confocal microscope with a 63X oil immersion objective lens (NA = 1.4) and processed using Adobe Photoshop and ImageJ software.

HCR probes designed to span exon-intron or exon-exon junctions were the “V2” HCR probe design [38]. Approximately 15bp on either side of the junction was selected for 30bp of target sequence. Probe information can be found in (S1 Table).

### Immunofluorescence staining

Testes were dissected in 1X PBS, transferred to 4% formaldehyde in 1X PBS, and fixed for 30 minutes. Testes were then washed in 1X PBST (PBS containing 0.1% Triton X-100) for at least 60 minutes followed by incubation with primary antibodies diluted in 1X PBST with 3% BSA at 4°C overnight. Samples were washed for at least 1 hour in 1X PBST, incubated with secondary antibody in 1X PBST with 3% BSA at 4°C overnight, washed as above, and mounted in VECTASHIELD with DAPI (Vector Labs). Images were acquired using Leica Stellaris8 confocal microscope with a 63X oil immersion objective lens (NA = 1.4) and processed using Adobe Photoshop and ImageJ software.

The primary antibody used was anti-Pont (1:200; guinea pig) [46]. Alexa Fluor–conjugated secondary antibodies (Life Technologies) were used at a dilution of 1:200.

### RNA isolation and sequencing

Total RNA was purified from adult testes (100 pairs/sample) by TRIzol (Invitrogen) extraction according to the manufacturer’s instructions. Libraries were prepared for RNA sequencing using the KAPA Biosystems RNA HyperPrep Kit with RiboErase according to manufacturer’s directions with some modifications. Briefly, 500 ng of total RNA was ribo-depleted by hybridization of complementary DNA oligonucleotides. The set of complementary oligonucleotides was a custom panel designed for *Drosophila*. This was followed by treatment with RNase H and DNase to remove rRNA duplexed to DNA and original DNA oligonucleotides. The enriched fraction was then fragmented with heat and magnesium, and first-strand cDNA was generated using random primers. Strand specificity was achieved during second-strand cDNA synthesis by replacing dTTP with dUTP, which quenches the second strand during amplification, and the cDNA is then A-Tailed. The final double strand cDNA was then ligated with indexed adapters. Finally, the library was amplified using a DNA Polymerase that cannot incorporate past dUTPs, effectively quenching the second strand during PCR. Libraries were enriched for fragments between 500–1000bp with two additional cycles of PCR followed by a size selection using a 1.5% gel on a Pippin Prep (Sage Science) electrophoresis instrument. Final libraries were quantified by qPCR and Fragment Analyzer. Samples were sequenced on a NOVASEQSP, producing 250 × 250bp paired-end reads.

### Bioinformatic analyses

#### Differential gene expression

Paired-end reads (250 x 250 bp) were mapped to the *D*. *melanogaster* Release 6 (dm6) reference genome using the STAR aligner (v. 2.7.1a) [69]. Counts for fly protein coding genes and lncRNAs (FlyBase Dmel Release 6.37 annotations) were tabulated using featureCounts with the appropriate strand-specific setting [70]. Differential expression of mRNAs was assessed for pairwise contrasts between conditions using estimated fold-changes and the Wald statistic in DESeq2 (v. 1.36.0) [71].

#### Analysis of aberrant splicing events

Aberrant splicing events between pairs of conditions (control vs RNAi) were detected using the Junction Usage Model (JUM) [54]. For application of JUM (v. 2.0.2), the paired-end reads were re-mapped to the *D*. *melanogaster* Release 6 (dm6) reference genome using the STAR aligner (v. 2.7.1a) in its two-pass mode, as suggested by the JUM developers (https://github.com/qqwang-berkeley/JUM). For each genotype, we defined a gene as aberrantly spliced if the q-value provided by JUM for the gene was below 0.05. Further analyses only looked at protein coding genes.

#### Intron definitions

To investigate the impact of intron content for each gene on its expression we defined two values for each gene: the intron proportion and the largest intron size. The intron proportion was calculated for each gene, using the gene’s largest isoform, as 1 minus the ratio of the sum of the sizes of all its exons over the gene’s length. The size of the longest intron for a gene was defined as the longest intron present in any of the gene’s isoforms. We calculated the distribution of the longest intron within the longest transcript for each protein-coding gene. Using this distribution, we selected a threshold (100 bp) to include the mode and genes with introns < 100bp were considered to represent “average” genes. The 50–100kb bin was selected to represent genes that are large but not yet so large to be outliers (like the Y-linked gigantic genes or the autosomal gigantic genes) in the distribution of the largest intron per transcript.

#### Gene coverage

To investigate gene coverage changes along the gene’s length, we first split the BAM alignment files by the strandness of the reads using Samtools (1.11 (using htslib 1.11)). For each selected gene in each genotype, we used pysam (0.21.0) to compute the read coverage in a strand specific manner along the exons. We normalized the coverage using the total number of aligned reads multiplied by a factor of 10 million. To examine the coverage differences between mutant genotypes and the control, we calculated the ratio in the gene coverage between each mutant genotype and the control. Regression lines were fitted using the polyfit function (degree 1) from the numpy package (1.24.3). The genes from the 100bp and 50–100kb bins shown in S6 Fig were selected from the aberrantly spliced genes in each bin and further filtered by expression in the control (each selected gene was strongly expressed in the control), differential expression (downregulation with significant adjusted p-value and fold change), simplicity of the locus (few known isoforms, genome annotation matches the reads, no close neighboring genes producing downstream of gene transcripts), and linear correlation coefficient. All figures were generated using python (3.8.10), matplotlib (3.7.1) and pandas (2.0.0).

Code for the bioinformatics analyses and intermediate files are available on GitHub at https://github.com/rLannes/Fingerhut_2024/.

## Supporting information

S1 Fig *kl-3* and *kl-5* transcription and co-transcriptional splicing. (**A**) Top: *kl-5* gene diagram showing probe target locations. Bottom: HCR RNA FISH in wildtype SCs of increasing maturity [single SC nuclei (yellow dashed line), neighboring SC nuclei (white dashed line). Exon 1 –intron 1 (yellow), exon 12 –intron 12 (magenta), exons 16 & 17 (smFISH, cyan), DNA (white). Bars: 10μm. (**B**) Top: *kl-3* gene diagram showing probe target locations. Bottom: HCR RNA FISH in wildtype testes (yellow dashed outline). Exon 3 –exon 4 (blue), exon 14 (smFISH, red), DNA (white). Colored arrowheads indicate earliest detection of each probe. Bar: 50μm. (**c**) Top: *kl-5* gene diagram showing probe target locations. Bottom: HCR RNA FISH in wildtype testes (yellow dashed outline). Exon 1 –intron 1 (red), exon 1 –exon 2 (blue), exons 16 & 17 (smFISH, yellow), DNA (white). Colored arrowheads indicate earliest detection of each probe. Bar: 50μm.
(TIF)

S2 Fig *kl-3* is spliced concordant with transcription. (**A**) Top: *kl-3* gene diagram showing probe target locations. Bottom: HCR RNA FISH in wildtype testes (yellow dashed outline). Exon 1 –exon 2 (blue), exon 5 –exon 6 (green), exon 11 –exon 12 (magenta), exon 15 –exon 16 (yellow), DNA (white). Colored arrowheads indicate earliest detection of each probe. Bar: 50μm.
(TIF)

S3 Fig RNAi efficiency of *U2af38* and *SRPK*. (**A**) U2af38-GFP expression in the apical tip of the testis (cyan dashed line) in the indicated genotypes. *bam* driven RNAi expression starts part way through spermatogonial differentiation (yellow dashed line), leaving the germline stem cells/early spermatogonia unaffected. Bars: 50μm. (**B**) SRPK-GFP expression in the apical tip of the testis (cyan dashed line) in the indicated genotypes. *bam* driven RNAi expression starts part way through spermatogonial differentiation (yellow dashed line), leaving the germline stem cells/early spermatogonia unaffected. Bars: 50μm.
(TIF)

S4 Fig RNAi of *U2af38* and *SRPK* results in male sterility. (**A**) Seminal vesicles in the indicated genotypes. DNA (white). Bars: 50μm. Yellow arrows indicate round epithelial cells while yellow arrowheads indicate needle-shaped sperm nuclei. (**B**) Whole testes (yellow dashed lines) in the indicated genotypes. DNA (white), maturing sperm nuclei (yellow arrows). Diagram (bottom left) illustrates proper germ cell development. Spermiogenesis is absent in *U2af38* RNAi testes while *SRPK* RNAi testes appear phenotypically normal.
(TIF)

S5 Fig RNAi-mediated knockdown of *U2af38* and *SRPK* results in broad splicing defects. (**A** and **B**) Graphical representation of the number (**A**) and proportion (**B**) of different types of aberrant splicing events in *U2af38* and *SRPK* RNAi conditions that were detected by JUM (q < 0.05). (**C**) Total number of genes aberrantly spliced in *U2af38* and *SRPK* RNAi. (**D**) Graph showing the proportion of genes in each intron proportion bin (percent of the gene span that is intronic) that are aberrantly spliced in *U2af38* and *SRPK* RNAi.
(TIF)

S6 Fig Effect of RNAi-mediated knockdown of *U2af38* and *SRPK* on transcription based on intron size. (**a**–**d**) Plots showing the coverage along the gene span (exons only, normalized) relative to the control condition for selected aberrantly spliced genes in either *U2af38* (left column) or *SRPK* (right column) RNAi. Linear best fit lines estimate changes in expression over the gene span relative to the control condition. (**a**) max intron size less than 100bp. (**b**) max intron size between 50–100kb. (**c**) Autosomal genes with gigantic introns. (**d**) The Y-linked gigantic genes. *PRY* and *WDY* omitted due to low overall expression and/or errors in the genome annotation (see Methods).
(TIF)

S1 Table RNA FISH probes.

S1 Data S5 Fig and Fig 4 numerical data.

# Supplementary material for: Co-transcriptional splicing facilitates transcription of gigantic genes
**Source:** PLoS Genet. 2024 Jun 13;20(6):e1011241. doi: 10.1371/journal.pgen.1011241
**Supplement:** S1 Table

**smFISH probe sets**

| **Probe Target** | **Fluorophore** | **5’-Sequence-3’** |
| --- | --- | --- |
| *kl-2*, Exons 1 & 2 | Fluorescein | Cgatcagtctcagtactttc, ttcacatattcaacaagccc, tctgttgaattgatcaacca, gtgagaacatcgcaatcgta, acaggaaatccaaggcaacc, cataaatcaataaccggggc, ttatttctttagaggaccga, cgaagttaaccatgtcgtga, caacatcatcttgcacagta, aaattttcaataggcagcca, tgggagcatatataagctct, cccattccataaaatttcga, aacgttgcttcacattgtct, atttatccagggacgtacag, ttgctgttaagattcctaga, aactgtcatgccagacattt, ctcttttgctatttctttga, attctctgtcgtacgatgaa, cgcaatacactccaagttct, aattcgaataagcgtagccc, tggtaagggtcttgtcattt, ctcatccccaacactaatat, accgatatagccagaactcg, tgcgcatttagtccttgaag, ttgaacatccacttgatcca, gggtacttcgtagaactctt, attagttcatcgatctgttt, ccatcagttcatgtgtagat, atttgatgttttccatagct, gttgtgaacatggttgcatt, gtgagacaaaagttgggctt, tcaagtgaattgttcgggga, gtattgttcagagtttaacc, ccagttattaaatcacgtct, ccttttcagtacaaaaccgt, tccaaaccttgaacttcctg, attcctttataagtcaggca, ttttgcatgggtttttgaca, ccaacctattcgtatgttta, aatcattgcattgtcaaggc, ctccataaaggcatcgacat, gtcttccgaaaaccatcatt, gtatactctctgattcgtca, taccaccgaattgaggctta, gcttcaaattctgtaccact, attttcaacgttgtcggcag, ataatgccgtaagagtcacc, atgatctctttggaatccgt |
| *kl-3*, Exon 1 | Quasar® 670 | taacattcctttctggatcc, cgcgaaacgccaaagagttt, gcagcacgctttaacatgtt, ttggtcacttacactaggtc, tatcgtcttctttgttggtc, cctcatttctcgaagtaact, caggcttgaaatccgttgtt, aaacataccgctggtttggg, atacccaacaaatctgcaca, gttactatttcctcaggatc, ttgctttcatccacaatacc, accatttacattctcaacat, gggacctttttcctcaaata, cgttacttatcattatggcc, cggaatcagttggatatcct, tttaagcttttcctggtagc, agagcgttgaatttcagtgt, actagatccgacctcaaaca, gtcgatatacaacagtccac, accgaacggttatcaatcga, aaatattgccacctcatcac, aagcaagagtttcgctcttc, cggctttaaaacgtgatcca, caaattcggtcacagcttct, tgagtttgctctttttctgc, acagttgcttcagatgattt, cctttaaatagttcatgcga, tttgccatctcacaagtaat, gtatttttgaactggcttca, caaccagtcgaactcgtgta, gccattgctcaaaataacgt, gtataccttgaatttgtcga, gtatttgttttccctctact, ctacatcgggtgtatctctt, ccaattgaccaacatttgca, tatatctggccaacatacgc, gtaacaaactccgttatggt, gtggttattaaatgctcggg, agataatgtcaagcaatcct |
| *kl-3*, Exon 14 | Quasar® 570 | gtactttgacatagccatgg, aagatttgcctttaagggca, tgatatttagcctcttgcac, ctgcttcttgtagatcactt, cgttttctttttgttgcagt, tttttggcctcgtctaatac, aaccaccaataagagcggtt, ttcagtccatcggatttttt, cggtcggtctcacttttaaa, ggagaataacatctccgacc, tcttgattaaatggtcccgt, atgttccactcaccaatttg, ttgacagttcatctgttggt, ttttaatccacacttttccc, taatcggaattcccatgcta, taactcctctgcaacatctt, aaggttgtccaagcaaggat, tccaatccacttctttatca, gattgggtagctttgttgta, cgcgcaaatatttcaggtgt, ccacgcattgtcacagtaaa, gaacccgttcatcttctaat, tttcatgtttccagtcacag, ttcctttcgtagtggacaac, cctcaatcactgtaacgtcg, tccttaacttcaatggcagt, cagcgtttatttttgcttct, acactacctcttgtagcaac, gcatcaaagcgctcaaggaa, tcctctagatttgtagcgat, ttaactcaagctggcgatca, cgcaccgccttttataaata, caccgaaacggaacaggagg, tataccacgtaaaccaagcc, ccatacaccacgaacgaaca, agtttagtactactggctcg, aatcattggcataagttccc, agctcattttttttggcgag, cttggcccatagaaatagga, cgtcttctaggcaggataat, tcctaagtgacagttttgca, actgtaagctctaccatgta, agcaggtggttcattagtat, tttttagtccagcacgtatt, tggagattgcgaatagtcca, tgcataccagtcggatgaat, tcctgctccttaaaactgta, cgtttgccatgtcatcaata |
| *kl-5*, Exons 1-6 | Quasar® 570 | cttcttttccttttcgtcag, aaaaactccggacggttgtc, ttgtcttggttaggtagttc, ccacttatccagcttaagac, cctaaactcgttggttgtta, atacgtttcttgttgggatt, ccaccggaattgattgtgaa, ctggaaagctgtaggatgga, agcaactttataccgtggtc, gaagtggtgttaagtaccga, atttgctaatgggttcggta, atcccacttgatttactgtg, tctgtcttcatatcgtttgc, tccatttcgcatttcttgag, aacgagacctttcatctggg, catgacttcgtccatgcaaa, gcttcataagagggttaacc, caagccactttacaaccata, tttacgaggtcttcaacgga, tgcctctggtagtggaaaat, caagttctcaaggttttcca, agtctttatacgcctatctc, tctgcgataagaatgctcga, acttagttatgtctctagcc, gtccatatcgtttgtttcaa, gtcgtatatctgatcggttc, cactaatccaattgtcagca, tgaaaataccgcgagtgacc, gttctgttgacacagtcgat, ggaatatggagtctggttct, ttataggcttcgtcgacatc, tgtaatactctaggtgctgc, cagtcctgcgagttaaatgt, atcgtccgaatatttcatcc, tcttttagctcttccaatcg, ccccataacaattttttcca, aagggcgaaagttatctgcc, tgctgttgtactcttcaaga, aatatttgtccactcacggt, acagagaattttctgcgtcc, tggccttgaagcttaaacga, tgaaacgataccatgcgctc, atgtgtgtcttcaagacctt, gcgaagaagtaaggagcctg, gggttcgacatgttttttga, atcatccacaatgacatgca, taacgcacatgatctcttcc, cgagcgccgtaaaaacgttt |
| *kl-5*, Exons 16-17 | Fluorescein | ttgtggtccgaatttcctac, taaacgggtagctacggttc, tgatattgtcaaatcgccca, ccaggtaattgtacagcaca, caaggtactctggtattggc, ccatacataatctctccgaa, ccagtcgtctgtaatgtgac, gataagttcggcataagcgg, agctctggctgcataaattc, aaaccctggcaatactctag, atttaagtattcctggagcc, atgtaattgtggtagccagt, gagatggactttcagacgga, gcatttgaatgaaggccgta, cgtagttaggaacccaatct, attcggaagagtcgttcaga, tctcggctgcaactcgaaaa, aaactgtctcaccaccacta, gttttttataatgtcttcct, aatggtgtgggagttttgtc, cgcgacccattagttctaaa, atgtatggacttcggtcttc, cgctcacactcttgaaatgc, gcttcaattcagtcataaga, aggtcaagctcattcagaga, agtcaattctcctttaaggc, ccattaaatcctccataact, gcacttggtccatgtaaaga, aaccaggattgtagccctag, cagccgcaacattaaatcgg, aggcatgcgaaagtcggcaa, atcctgccaaccaaattgat, aggagcgactgaggattaaa, cgtctgttgcatgatagctg, gacacattctatcgagaggc, ttccactttttggtgacatc, ttgatataggcaccctctcg, tgctccctccatgaaaagac, aatggttcccattttcatgt, gttcctttaaaaaggcgtct, agaacaggcatagcaggaaa, cttgggttactgcctttatg, gacatttttaatatcctgct, cggattttgtaaactgggca, caaacgaaggtgggtcctcg, ctctcggcttttcaagttaa, ctagagtccacttacttgct, tgcaagagaagacaaacccc |

**RNA FISH probes for repetitive sequences**

| **Probe Target** | **5’-Sequence-3’** |
| --- | --- |
| (AATAT)n | Alexa488-ATATTATATTATATTATATTATATTATATT  Cy5-ATATTATATTATATTATATTATATTATATT |
| (AAGAC)n | Cy3-AAGACAAGACAAGACAAGACAAGACAAGAC  Cy5-AAGACAAGACAAGACAAGACAAGACAAGAC |

**HCR RNA FISH probes**

| **Gene** | **Junction** | **Target Sequence** | **Amplifier** |
| --- | --- | --- | --- |
| *kl-3* | exon1 - intron1 | TCGAAACTTTTAAACgtaagttactttgtc | B3 |
| *kl-3* | intron1 - exon2 | tttttttgtttctagCGCTGGGCTGAAATC | B2 |
| *kl-3* | exon1 - exon2 | TCGAAACTTTTAAACcgctgggctgaaatc | B4 |
| *kl-3* | exon3 - intron3 | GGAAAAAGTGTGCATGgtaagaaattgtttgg | B1 |
| *kl-3* | intron3 - exon 4 | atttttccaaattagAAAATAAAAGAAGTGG | B2 |
| *kl-3* | exon3 - exon4 | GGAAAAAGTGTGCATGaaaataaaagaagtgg | B3 |
| *kl-3* | exon5 - intron5 | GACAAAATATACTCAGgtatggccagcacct | B2 |
| *kl-3* | exon5 - exon6 | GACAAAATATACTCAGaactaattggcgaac | B1 |
| *kl-3* | exon11 - exon12 | CCTAACATGTACCAGagaataattgagtct | B2 |
| *kl-3* | exon15 - intron15 | GACAGAATGCAGAGGgtaagtatggtgaaa | B1 |
| *kl-3* | exon15 - exon16 | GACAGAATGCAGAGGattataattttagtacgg | B3 |
| *kl-5* | exon1 - intron1 | ACCAACGAGTTTAGGgtgagtctaataccc | B4 |
| *kl-5* | exon1 - exon2 | accaacgagtttaggGATGTTATTATAGAG | B3 |
| *kl-5* | exon12 - intron12 | GCCGGAGCTCTTAGGgtaagatattttaca | B2 |

How the deposited data were processed for this re-analysis (not part of the article)

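Total RNA was sequenced from testes of control, *U2af38* RNAi and *SRPK* RNAi males, with 3 biological replicates per genotype and 100 pairs of testes per replicate. The 9 libraries were depleted of ribosomal RNA and strand-specific, and each was run on 2 lanes. Condition and replicate number were taken from the sample labels, which match the genotypes in the paper.

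The authors aligned the reads to dm6 with STAR and deposited raw counts, the number of fragments per gene from featureCounts 1.6.2 with the FlyBase 6.37 annotation, paired fragments and the reverse-stranded setting. The command in the deposited table carries no option for multi-mapping or overlapping features, so fragments aligned to several places, and fragments shared by exons of several genes on the same strand, were not counted. Genes with near-identical copies, such as the *Mst77Y* genes, are therefore uncertain. The counts carry no normalization. The authors' own differential expression used DESeq2, and their splicing and coverage analyses started from aligned reads, which were not analysed here.

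From the counts, the 2 lanes of each library were summed. Every lane column matched a sample, and 0 columns were left unmatched. Between 18497748 and 30002574 fragments were counted per library. The floor was set at 3 fragments, and intervals and floors of this kind cover counting error only. Genes were kept with edgeR's filterByExpr by genotype, scaled with TMM factors and tested with edgeR 4.0.16 (quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3, with all 9 libraries in one model and no block. The common dispersion was 0.0153. Contrasts were *U2af38* RNAi against control, *SRPK* RNAi against control and *U2af38* RNAi against *SRPK* RNAi. CPM values are per library, with the SD over 3 libraries. Standard errors of log2 fold changes are approximate. Each is the absolute log2 fold change divided by the square root of the F statistic of edgeR's test. Every fold change is relative to the bulk of the genes, since the scaling rests on the genes themselves.

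The replicate numbers 1, 2 and 3 in the sample labels are shared by the genotypes, and the pairing used in the replicate block comes from these numbers. Neither the labels nor the paper's text says that same-numbered samples were collected together. The mean correlation across genes of the deviations of same-numbered libraries was 0.153 for control and *U2af38* RNAi, -0.112 for control and *SRPK* RNAi and -0.277 for the pair of RNAi genotypes.

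Gene positions and exons were taken from the coordinates in the deposited table, which does not list isoforms. Symbols and gene types came from Ensembl release 115 (BDGP6.54), in which 17512 of the 17575 genes had an entry and 17461 had identical exons. The longest intron of a gene was the longest one within a single isoform of the Ensembl annotation. For genes without an entry there, it was the largest gap between merged exons of the deposited table. The 8 Y-linked gigantic genes and the 3 autosomal ones were taken from the paper and kept out of the intron groups. Gene sets were tested with camera of limma 3.58.1 (preset correlation 0.01), groups of genes with exact Mann-Whitney U tests or, for large groups, 100000 permutations of ranks, and the 3 autosomal against the 8 Y-linked genes with an exact permutation test of means. Calculations and plots used Python 3.11.15, numpy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

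The edgeR steps were tested on simulated data drawn from the control means and the real library sizes, with equal numbers of genes raised and lowered. Of 12676 genes that passed the filter, 169 had been changed, of which 82.2% were called, with 6.70% false among 149 calls. DESeq2 1.42.0, tested on 14941 simulated genes with 200 changed, called 70.5% of these, with 9.00% false among 155 calls. Few genes were changed in the simulation, while 12280 of 14941 were called in the real *U2af38* RNAi comparison. These rates therefore do not carry over to that comparison.

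The genes named in the text follow a rule fixed before the data were examined: every gene the paper names in this experiment, every other Y gene that passed the filter, and per knockdown the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold, with a mean of at least 1 CPM and no overlap between the groups. The 48 noncoding Y genes that fall under this rule are given as a group, not by name. The genes silent in control that are named singly were chosen after their values were seen. The alternatives tried were DESeq2 with its size factors, no filter or at least 10 counts in every library, scaling on library size, on upper quartiles or on 85 ribosomal protein genes, the replicate block, models of 2 genotypes only, each library left out, each lane alone, a minimum log2 fold change of 1, an estimated correlation in camera, and other definitions of introns and of the genes compared. For the direct comparison of the RNAi genotypes the alternatives were chosen after the data were seen, as were the other filters and single lanes for *kl-3*. GC content was not tested, since no genome sequence was used here.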

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

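In this part the tests of a differing Y chromosome and of the paralog for *Pp1-Y1*, both tests on the noncoding Y genes, and the nesting tests limited to protein-coding genes were chosen only after the result was seen. Groups of 3 libraries are too small to single out one library as far from the others, so none was tested for this.

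*Pp1-Y1* (FBgn0261399, Y chromosome of dm6, 9833 to 10786, without an annotated intron), on which the paper does not report, had 0 fragments in all 3 control libraries. It had between 45 and 50 fragments in the *U2af38* RNAi libraries (mean 1.85 CPM) and between 224 and 269 in the *SRPK* RNAi libraries (mean 10.2 CPM). Against the floor of 3 fragments this is at least 10.8-fold higher in *U2af38* RNAi and at least 60.0-fold higher in *SRPK* RNAi. Reads of its paralog *Pp1-Y2* are not a sufficient explanation, since *Pp1-Y2* was read in control while *Pp1-Y1* had 0 control reads. A Y chromosome that differs between control and RNAi flies may explain the pattern. If only the presence of the gene differed, *Pp1-Y1* would be expected to follow *Pp1-Y2* between the knockdowns. Its log2 ratio of *U2af38* RNAi over *SRPK* RNAi was -2.47 against -1.90 for *Pp1-Y2*, a difference of -2.89 standard errors. Under the rule set for this test that speaks against a differing Y chromosome, but it rests on *Pp1-Y2* alone, and *ARY*, another Y gene without a gigantic intron, lay closer to *Pp1-Y1* (-2.15, standard error 0.081). A gene absent from control flies can also respond by itself, and the explanation remains open. A background of the control flies that differs at many loci was looked for through genes off the Y that were silent in control and above 1 CPM in all RNAi libraries. There were 5 among 14872 genes (0.0336%), *trp*, *Cht7*, *Or22b*, *lncRNA:CR43434* and *lncRNA:CR46414*, and 0 with the opposite pattern. On the Y it was 1 of 69 genes (1.45%), which is *Pp1-Y1* itself, so this comparison cannot decide either. The pattern cannot be told apart from a difference in the flies' background, and a response to the knockdowns was not separable from it.

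Of the 48 noncoding genes annotated on the Y chromosome and tested (36 pseudogenes and 12 noncoding RNAs), which the paper does not discuss, 37 were called higher in *U2af38* RNAi and 3 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *SRPK* RNAi 7 were called higher and 4 lower. They were weakly read, with a median of 0.280 CPM in control and 1.12 in *U2af38* RNAi. The scaling of the libraries does not remove the rise, since 33 were still called higher and 4 lower with scaling on the ribosomal protein genes, and 41 and 1 on library size alone. A rise of weakly read noncoding genes in general may explain it. In 10000 draws of noncoding genes off the Y with matched control expression, 2072 had a median log2 fold change as high as the 2.45 of the Y genes, and the median over the draws was 2.11. The Y chromosome therefore did not stand out from other chromosomes in this respect. Reads of repeats similar to these pseudogenes were not tested.

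*SRPK* mRNA, which the paper reports as lowered by its own knockdown, was higher in *U2af38* RNAi than in control in all 3 libraries, with a log2 fold change of 1.21 (adjusted p = 2.92e-09 from edgeR's quasi-likelihood test). The scaling of the libraries does not account for it, because the lowest value over the other scalings was 0.777 and the highest 1.85. A larger share of early germ cells in testes arrested as spermatocytes may also raise it. Among 13 early germline genes listed before the test, the median was 0.139 and the highest 2.16, and 2 of the 13 rose more than *SRPK*. This leaves a response of *SRPK* to the loss of *U2af38* and a change in cell composition open, and neither was excluded.

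In *U2af38* RNAi, a larger share of the fragments on nuclear chromosomes fell on the X chromosome, 14.2 to 14.3% over the 3 libraries, against 9.51 to 10.6% in control and 10.7 to 11.2% in *SRPK* RNAi. A few highly expressed X-linked genes do not explain the difference. Without the 10 X-linked genes with the most fragments, the shares were 13.1 to 13.2% in *U2af38* RNAi and 8.79 to 9.86% in control, so that the lowest *U2af38* RNAi library, 13.11%, stayed above every control library. A larger share of early germ and somatic cells could raise X-linked reads. The early germline list had a median log2 fold change of 0.139 and the somatic cyst and hub list of -0.33, against 0.209 for the 1998 X-linked protein-coding genes. Under the rule set before the test this spoke against the explanation, but the early germline genes spread from -0.22 to 0.64 between their quartiles, so the test cannot decide. The pattern cannot be told apart from a change in cell composition. The shares do not depend on the scaling, since they are taken within each library.

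Of 3503 genes with at most 3 fragments in each control library, 669 were called higher in *U2af38* RNAi with at least 1 CPM in each library, and 475 of these were protein coding. In *SRPK* RNAi there were 18, and 6 genes came up in both. The 669 genes held 0.304% of the fragments in *U2af38* RNAi. Reads of retained introns or readthrough of a host gene on the same strand may explain reads on silent genes. Such nesting was less frequent among the 669 genes (8 genes, 1.2%) than among the 1356 genes that stayed at or under the floor (355, 26.2%; two-sided Fisher's exact test, p = 1.75e-57). With protein-coding genes only it was 5 (1.05%) against 92 of 652 (14.1%; exact p = 1.25e-17). Neither can decide, because 443 of the 1356 are short structural RNAs, and 81 of the 92 share exons with another gene, whose reads are left out of the counts. Among protein-coding genes that share no exon, 4 of 468 (0.855%) against 11 of 252 (4.37%) were nested (exact p = 0.00402), which speaks against this explanation for most of the genes. A gene with expression in control lay within 5000 bp upstream on the same strand for 32.3% of the 669 and 31.6% of the others. RNA of accessory gland or muscle carried along with the testes is not a sufficient explanation, since the higher of the median log2 fold changes of those marker lists was -0.211, that of muscle. Of 9 accessory gland markers tested, 1 was called lower, *mfas* (-1.02, 393 CPM in control). *Dup99B*, hardly read in control (0.068 CPM), was the 1 called higher (3.70), so carried-along RNA is not excluded for single genes. Not every technical explanation could be decided, so no biological reading is given.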

How the results depend on the processing

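The alternatives were chosen before the data were examined, except those for the direct comparison of the RNAi genotypes, and the 2 other filters and the single lanes for *kl-3* in *U2af38* RNAi, which were chosen after the data were seen.

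For the 19 results named in advance, 242 values under alternatives were computed, of which 232 kept their direction and side of the threshold or stayed within their limit. In *U2af38* RNAi and *SRPK* RNAi, all 8 Y-linked gigantic genes were called lower under all 10 alternatives and with each library left out. The 10 did not include the minimum log2 fold change of 1, which *kl-3* (-0.997), *PRY* (-0.59) and *Ppr-Y* (-0.57) did not reach in *SRPK* RNAi. The knockdown of *U2af38* ran from -4.03 to -2.96 and that of *SRPK* from -2.07 to -1.88 (log2).

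Requiring an absolute log2 fold change above 1 left 7300 in place of 12280 genes in *U2af38* RNAi, 1371 in place of 6187 in *SRPK* RNAi and 6633 in place of 11935 between the RNAi genotypes. With each library left out in turn, the counts ran from 12001 to 12190, from 5254 to 6178 and from 11573 to 12012.

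The scaling moved directions most. In *U2af38* RNAi 54.3% of the called genes were higher with TMM, 73.4% on library size alone, 64.5% with upper quartiles and 38.3% on the ribosomal protein genes, where the median of all genes shifted by 0.637, 0.304 and -0.44. In *SRPK* RNAi it was 49.0% with TMM, 65.7% on library size alone (shift 0.117) and 36.6% on the ribosomal protein genes. Between the RNAi genotypes it was 52.9% with TMM, and 72.3%, 65.9% and 38.1% under the same alternatives (shifts 0.519, 0.319 and -0.36). The median of the Y-linked gigantic genes in *U2af38* RNAi went from -2.43 to -1.80 on library size, -2.13 with upper quartiles and -2.87 on the ribosomal protein genes, which are these same shifts. In *SRPK* RNAi it went from -1.14 to -1.02 on library size. With each library left out, the medians ran from -2.55 to -2.38 and from -1.17 to -1.07.

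Genes under 100 bp against those of 50 to 100 kb gave p = 0.121 in *U2af38* RNAi with gaps between merged exons (permutation test of ranks, 1e-05 to 0.121 over the alternatives, the former the smallest that the permutations can give). In *SRPK* RNAi the difference, which passed no threshold, reversed with intronless genes included (permutation p = 0.372) and with all gene types (p = 0.546). The cause was not tested.

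With the replicate number as a block, 12213, 6331 and 11881 genes passed for *U2af38* RNAi, *SRPK* RNAi and their direct comparison. The pairing check is given beside the results.

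For 61 values of single genes, 465 of 488 alternatives kept their direction and side, 9 were weaker, 5 stronger and 9 reversed. The reversed ones were *CG45766*, in *U2af38* RNAi 0.14 on library size (-0.49 with TMM) and in *SRPK* RNAi -0.00983 on the ribosomal protein genes and -0.083 to 0.19 with libraries left out (0.064 with TMM). *Mst77Y-4* in *SRPK* RNAi ran from -0.49 to 0.0117 with libraries left out. *Mst77Y-13* in *U2af38* RNAi was 0.59 on library size and 0.25 with upper quartiles, and -0.22 to 0.11 with libraries left out. *CG46192* in *SRPK* RNAi was 0.0581 on library size and -0.36 to 0.19 with libraries left out. The cause was not tested. Of 106 alternatives for 8 medians and percentiles without a test, 75 moved by less than the spread between replicates and 31 by more.

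Depth limits genes near the floor of 3 fragments. Of the genes named singly, those with at most 3 fragments in every library of a group have only lower bounds of a fold change. *CG46191* (0, 0 and 5 fragments in control) and *CG9294* (2, 6 and 0 in *SRPK* RNAi) also lie near the floor. Fitted values are given for them, and these are uncertain.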

Differences from the paper's values

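Of 21 values of the paper for which a value was computed here, 1 differed by more than the spread between replicates. For *kl-3* in *U2af38* RNAi, the log2 fold change was -1.80 here against the paper's -1.87 in its supplementary data, a gap larger than the replicate SD of 0.0556. About as large a shift was common in *U2af38* RNAi, with a median difference from the paper's values of 0.08 over 1926 genes. *kl-3* therefore stands out by its small SD and not by the size of its gap. Among the alternatives set before the data were examined, the gap fell within the spread without control replicate 2 and without *U2af38* RNAi replicate 2 (-1.82 in both). It did not with DESeq2 (-1.77), on library size (-1.16), with upper quartiles (-1.50), on the ribosomal protein genes (-2.24), with the replicate block (-1.80), with 2 genotypes only (-1.79) or with any other control or *U2af38* RNAi library left out. Among those chosen after the data were seen, it fell within the spread with no filter (-1.83), and did not with at least 10 counts in every library (-1.62) or with each lane alone (-1.72 and -1.75).

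The paper places the Y-linked gigantic genes among the most downregulated in *SRPK* RNAi. Here *kl-2* and *CCY* ranked 149 and 151 of 14941 from the lowest, while *PRY* and *Ppr-Y* ranked 2180 and 2266. The paper finds no consistent downregulation among aberrantly spliced genes with introns under 100 bp. Only the first part of the values for these genes was at hand, so the group as a whole was not compared with that statement. Of the 46 that could be assigned in *U2af38* RNAi, 33 were called lower and 7 higher, with a median log2 fold change of -0.90 (-0.86 for the paper's values at hand). On library size alone that median was -0.26, and on the ribosomal protein genes it was -1.33. The paper writes that the autosomal gigantic genes appeared to be less impacted than the Y-linked ones, and that results of only 3 genes cannot be interpreted with confidence. In *SRPK* RNAi, *Myo81F* (-0.24) and *Mitf* (-0.49) lay above all 8 Y-linked genes, while *Pzl* had a log2 fold change of -1.07, below *kl-3* (-0.997), *PRY* (-0.59) and *Ppr-Y* (-0.57).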

Other observations

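In this part the comparison with other protein-coding Y genes, the relation with the longest intron across genes and the counts of other splits were chosen only after the result was seen.

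Other splits of the same 6 libraries were refitted for each comparison. There are 10 ways to split 6 libraries into 3 and 3, so the share of splits as large as the real one is never under 0.1. The real split parts all 3 same-numbered pairs, as do 4 splits in all, and the other 6 part only 1 pair. Among those 4, only 1, the real split, gave as many genes, as many Y-linked gigantic genes called or as small a camera p, for *U2af38* RNAi and *SRPK* RNAi. Between the RNAi genotypes, likewise only 1 of 4 gave as many genes. In these 2-genotype models the real splits gave 12259, 5810 and 11783 genes, and every other split gave 0 at an adjusted p under 0.05. At an unadjusted p under 0.05, the other splits gave 6 to 65, 54 to 234 and 2 to 97 genes. Every other split mixes the genotypes, so the difference between them enters the spread within groups. Hardly any calls could arise there, and these counts therefore cannot decide whether a chance split would give as many genes.

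Whether the fall of the 8 Y-linked gigantic genes could be part of a wider fall was tested in each knockdown, with 8 exact two-sided Mann-Whitney U tests across genes. A loss of spermatocytes and later germ cells would lower other genes of those stages as much. In *U2af38* RNAi, 26 spermatocyte genes off the Y had a median log2 fold change of -1.11 against -2.43 (exact p = 0.00443, adjusted 0.00506), with 5 of the 26 below the median of the Y-linked genes. Those 5 were *Mst84Dd* (-3.61), *Mst84Da* (-3.23), *Mst87F* (-3.01), *dj* (-2.62) and *Mst84Dc* (-2.61), while 3 of the 26 were called higher. The paper reports that *U2af38* RNAi germ cells stop as spermatocytes before meiosis and lack spermiogenesis. With such a spread, the pooled median cannot exclude that this loss of later stages, or a loss of spermatocytes, is part of the fall. In *SRPK* RNAi the median of the 26 genes was -0.07 against -1.14 (exact p = 2.07e-05, adjusted 8.28e-05). A lower expression of axonemal dynein genes in general could bear only on *kl-2*, *kl-3* and *kl-5*, the 3 of the 8 genes that the paper names as dynein genes. In *U2af38* RNAi, 8 of the 9 listed axonemal dynein heavy chain genes off the Y could be tested. Their median was -1.56, and all 8 Y-linked genes were set against them (exact p = 0.105, adjusted 0.105). None of these dynein genes off the Y has a gigantic intron, the longest being 4219 bp. In *SRPK* RNAi their median was 0.22, again set against all 8 Y-linked genes (exact p = 0.00295, adjusted 0.00393). That p cannot decide for *kl-2*, *kl-3* and *kl-5*, since the 8 also hold genes that the paper does not name as dynein genes. These 3 genes had -2.45, -0.997 and -1.67 there. Of the 8 dynein genes off the Y, 2 were called lower, *Dhc1* (-0.31) and *Dhc93AB* (-1.58), and 3 higher. These values speak against a fall of dynein genes in general in *SRPK* RNAi. Long exonic length does not account for the fall of *kl-2*, *kl-3* and *kl-5*, since 95 genes with at least 13386 bp of exons had medians of 0.10 and -0.02 (exact p = 0.000145 and 5.26e-05, adjusted 0.000290 and 0.000140). Expression level in control was tested with 10000 draws of 8 genes matched on it, of which 1 in *U2af38* RNAi and 0 in *SRPK* RNAi had as low a median. Against a fall of the whole Y chromosome, the other 13 protein-coding Y genes had medians of 0.79 and 0.30 (exact p = 0.000442 and 9.83e-06, adjusted 0.000707 and 7.86e-05). Both medians lean on genes with hardly any control reads. In *U2af38* RNAi the 4 of the 13 with the most control reads all fell, *CG45765* (-0.78), *ARY* (-2.54), *Mst77Y-7* (-1.30) and *Pp1-Y2* (-2.27). *FDY*, read at 29.8 CPM in control, more than *PRY* (23.4) and *Ppr-Y* (21.0), rose (0.89). A wider fall of well-read Y genes, though not of all of them, is therefore not excluded in *U2af38* RNAi. In *SRPK* RNAi 3 of the 4 with the most control reads were called lower as well (-0.37, -0.39 and -0.37 for *CG45765*, *ARY* and *Pp1-Y2*), by less than each of the 8 gigantic genes. *Mst77Y-7* (0.42) and *FDY* (0.30) were called higher in *SRPK* RNAi. A smaller fall of well-read Y genes may therefore be part of the fall there, most of all for *PRY* (-0.59) and *Ppr-Y* (-0.57). By the tests above, none of the 5 explanations accounted for the whole fall in *SRPK* RNAi. That it is tied to what these genes share, such as gigantic introns, is a hypothesis that was not tested apart from such a fall. In *U2af38* RNAi a wider fall of axonemal dynein genes remains open for *kl-2*, *kl-3* and *kl-5*, but does not account for *ORY* (-3.03), *PRY* (-2.82), *CCY* (-2.57), *Ppr-Y* (-2.29) and *WDY* (-1.43), which fell as well. How far a loss of spermatocytes, or the loss of later stages that the paper reports, accounts for the fall in *U2af38* RNAi remains open too. GC content and mapping to repeats were not tested.

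The 13 other protein-coding Y genes lack gigantic introns, and their log2 fold changes are given without an explanation. *ARY* (-2.54) and *Pp1-Y2* (-2.27) fell in *U2af38* RNAi about as much as the gigantic genes, and less in *SRPK* RNAi (-0.39 and -0.37). *FDY* rose in both (0.89 and 0.30), as did *CG45764* (1.55 and 1.02), under all scalings tried. *CG46191* rose in *U2af38* RNAi (2.61), while its 1.85 in *SRPK* RNAi did not pass (adjusted p = 0.117 from edgeR's test). Its control reads, 5 fragments, all came from 1 library. With libraries left out, its values ran from 2.08 to 6.59 in *U2af38* RNAi and from 1.22 to 5.84 in *SRPK* RNAi. *CG45765* had -0.78 and -0.37, *CG45766* -0.49 and 0.06, and *CG46192* 2.07 and -0.06. *CG46193* was at least 11.3-fold higher in *U2af38* RNAi. *Mst77Y-4*, *Mst77Y-7* and *Mst77Y-13*, near-identical copies whose counts are uncertain, had 0.79, -1.30 and -0.05 in *U2af38* RNAi and -0.23, 0.42 and 0.46 in *SRPK* RNAi. In all, 7 of the 13 were called higher and 5 lower in *U2af38* RNAi, and 5 higher and 3 lower in *SRPK* RNAi.

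If each intron to be spliced carried a cost, genes with more introns should fall more. Across 12662 protein-coding genes, Spearman's rho between the number of introns and the log2 fold change was 0.039 in *U2af38* RNAi (permutation p = 3e-05, adjusted 4e-05 over 4 tests) and 0.092 in *SRPK* RNAi (permutation p = 1e-05, the smallest that the permutations can give, adjusted 2e-05). Both have the opposite sign. For the longest intron, over 10887 genes with introns that are not gigantic, rho was 0.056 in *U2af38* RNAi (permutation p = 1e-05, adjusted 2e-05), against a cost that grows with intron length, and -0.023 in *SRPK* RNAi (permutation p = 0.0143, adjusted 0.0143), the sign such a cost may give, at a very small size. Genes are not independent replicates in these tests.

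Among called genes with a mean of at least 1 CPM whose groups did not overlap, the largest falls in *U2af38* RNAi were *sordd2* (at least 400-fold lower), *Cyp6a17* (at least 78.6-fold) and *lncRNA:CR46490* (at least 24.5-fold). The largest rises were *CG7173*, *CG10183* and *nerfin-1*, at least 114-fold, 97.8-fold and 95.8-fold higher. In *SRPK* RNAi, *28SrRNA-Psi:CR40741* (-5.08), *CG9294* (-4.36) and *asRNA:CR43877* (-4.27) fell most on the log2 scale. The fall of *28SrRNA-Psi:CR40741* rests on 1 control library, with 2927 CPM against 41.0 and 40.9 in the others. With the replicate block its adjusted p was 0.101, and with libraries left out its log2 fold change went up to -0.459 and its adjusted p up to 0.239 (edgeR's test). It did not pass with DESeq2. *Pp1-Y1*, *lncRNA:CR46414* (at least 45.4-fold) and *lncRNA:CR43949* (at least 34.8-fold) rose most.

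In *SRPK* RNAi, 9.86% of the 1998 X-linked protein-coding genes were called lower, against 19.8% to 23.9% on the arms of the large autosomes, while the shares called higher were 23.3% and 21.5% to 22.7%. The difference between chromosomes was not tested.

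Against the log2 fold changes in the part of the paper's supplementary list at hand, Pearson's r across 1926 genes was 0.996 in *U2af38* RNAi and 0.857 in *SRPK* RNAi. None of the genes called here had the opposite sign there. The cause of the lower value in *SRPK* RNAi was not tested.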
